# A convolutional neural network STIFMap reveals associations between stromal stiffness and EMT in breast cancer

**DOI:** 10.1038/s41467-023-39085-1

**Published:** 2023-06-15

**Authors:** Connor Stashko, Mary-Kate Hayward, Jason J. Northey, Neil Pearson, Alastair J. Ironside, Johnathon N. Lakins, Roger Oria, Marie-Anne Goyette, Lakyn Mayo, Hege G. Russnes, E. Shelley Hwang, Matthew L. Kutys, Kornelia Polyak, Valerie M. Weaver

**Keywords:** Breast cancer, Computational models, Cell signalling

## Abstract

Intratumor heterogeneity associates with poor patient outcome. Stromal stiffening also accompanies cancer. Whether cancers demonstrate stiffness heterogeneity, and if this is linked to tumor cell heterogeneity remains unclear. We developed a method to measure the stiffness heterogeneity in human breast tumors that quantifies the stromal stiffness each cell experiences and permits visual registration with biomarkers of tumor progression. We present Spatially Transformed Inferential Force Map (STIFMap) which exploits computer vision to precisely automate atomic force microscopy (AFM) indentation combined with a trained convolutional neural network to predict stromal elasticity with micron-resolution using collagen morphological features and ground truth AFM data. We registered high-elasticity regions within human breast tumors colocalizing with markers of mechanical activation and an epithelial-to-mesenchymal transition (EMT). The findings highlight the utility of STIFMap to assess mechanical heterogeneity of human tumors across length scales from single cells to whole tissues and implicates stromal stiffness in tumor cell heterogeneity.

## Abstract (web summary)

The link between stiffness heterogeneity and tumor cell heterogeneity remains poorly understood. Here, authors propose an AI-informed method that reveals correlations between stromal stiffness and breast cancer cells with a heterogeneous EMT phenotype.

## Introduction

Intratumor heterogeneity (ITH) is a feature of tumors including breast cancers^1–4^. Tumor heterogeneity predicts poor patient outcome as diversification of genetic, phenotypic and behavioral characteristics within a tumor support progression, metastasis, and treatment resistance^5–7^. Accordingly, much effort has been directed towards defining ITH and clarifying how it drives tumorigenesis^8,9^. Towards this goal, the ability to decipher the causal relationship between cancer heterogeneity and tumor phenotype relies heavily on the availability of accurate and quantitative methods with which to measure and analyze individual features of the tumor.

Tumor tissue variability is mediated, in part, by intrinsic stochastic gene expression as well as by genetic and epigenetic differences in the transformed cells. Approaches including genetic tags and high-throughput sequencing have permitted researchers to detect genomic abnormalities at the single cell level to provide important insights into clonal evolution and have linked these findings to patient survival^10–12^. Spatial RNA sequencing (RNAseq) analysis has revealed underlying spatial associations between stress response gene expression profiles in cancer cells and inflammatory fibroblast gene signatures^13^. Indeed, tumors are organs comprised of transformed cells interacting with a diverse cellular and acellular stroma. Consistently, in situ multiplexing approaches have revealed broad diversity with respect to the frequency and phenotype of tumor-infiltrating immune cells and have used these findings to predict patient outcomes and immune checkpoint inhibitor responsiveness^14^. In situ immunofluorescence has also illustrated wide variability in oncogenic signaling, cellular metabolism and stress responsiveness between the epithelial and stromal cells within the hypoxic tumor core, and those cells that localize to the fibrotic tumor periphery, that predict treatment response in patients^15,16^.

A feature of all solid tumors is the remodeled and crosslinked extracellular matrix (ECM) that generates a stiffened, fibrotic stroma characterized by markedly reorganized interstitial collagens^17^. A stiff ECM modifies cell and nuclear shape, disrupts tissue organization, promotes cell growth, viability, and invasion, alters gene expression, and can induce an epithelial-to-mesenchymal transition (EMT) in cells cultured in two- and three-dimensional substrates^18^. Within experimental tumors in vivo, the stiffened tumor ECM promotes solid stress, disrupts vascular integrity to drive hypoxia and tumor aggression, and compromises drug delivery^19^. The stiff in vivo tumor ECM also increases cytokine and chemokine expression to promote myeloid cell infiltration and may impede CD8 T cell infiltration, migration, and function^20^. Clinically, the level of tissue fibrosis correlates with worse patient outcome, and in situ analysis of human breast cancer tissues revealed that a stiff, fibrotic ECM associates with tumor progression as well as clinical subtype^21–23^. Whether stromal stiffness heterogeneity tracks with tumor cell heterogeneity and contributes to human breast cancer aggression remains unclear.

To clarify links between stromal stiffness heterogeneity and tumor cell heterogeneity, approaches are needed that can be combined with state-of-the-art spatial genomics, proteomics, and multiplexing protocols^24–26^. Although techniques do exist with which to monitor ECM heterogeneity and organization including H&E, second-harmonic generation (SHG), trichrome, and picrosirius red (PS red) staining, none can be directly combined with immunostaining on the same slide^21,27,28^. Moreover, these protocols do not provide quantitative information regarding mechanically soft and stiff regions within the tumor. Methods to directly measure ECM stiffness include shear rheology, magnetic resonance elastography, sonoelastography, and unconfined compression analysis^29–32^. However, these approaches do not provide high resolution spatial and morphological information, particularly with respect to the state of the collagenous ECM. Although stromal stiffness can be measured directly with sub-micron resolution using AFM, current AFM methods are time-consuming, poorly resolved spatially, and require specialized equipment not readily available to most research and clinical laboratories^33,34^. An automated AFM developed by Plodinec and colleagues can rapidly quantify the material properties of tumor biopsies, but the method does not provide imaging of the probed tissue, nor micron resolution positioning of where precisely measurements were taken. Thus, while the approach is useful for characterizing cell and tissue biomechanical properties, it is not feasible to link the AFM elasticity measurements obtained of the ECM with biological markers of tumor and stromal phenotype, genotype, and heterogeneity^35^. Finally, all of the current approaches used to quantify cell and stromal stiffness require manipulation of either fresh or cryopreserved tissue, precluding comprehensive spatial analysis of elasticity in archived formalin-fixed paraffin-embedded (FFPE) sections in tissue banks.

Here, we present an approach termed Spatially Transformed Inferential Force Map (STIFMap), that is able to visualize the heterogeneous stiffness landscape of normal and tumor breast tissues with micron-resolution and can also spatially register this tension phenotype together with biological markers of tumor progression and histophenotype at micron resolution. The method works on both cryopreserved and FFPE tissues and employs a single quick, inexpensive collagen stain that is visualized with standard fluorescence microscopy. The approach permits simultaneous quantification of the tension landscape of the stromal ECM together with co-staining for cell or ECM biomarkers of interest, and lends itself to quick assessment of the impact of biophysical ECM heterogeneity on tumor progression. The method can be readily integrated with spatial proteomics and genomics, as well as standard protein marker multiplexing protocols. To illustrate the potential of the approach, we applied STIFMap to explore the relationship between stromal stiffness heterogeneity and markers of mechanical activation and tumor progression in human breast cancers. We were able to link tissue mechanics with indicators of mechanosignaling and biomarkers of EMT previously implicated in tumor progression and treatment resistance^36,37^. The results highlight the potential utility of using stromal biophysical features to monitor tumor heterogeneity and clarify links to tumor behavior and possibly even patient outcome.

## Results

### Design and development of an automated AFM system

AFM has emerged as the method of choice to spatially analyze stromal stiffness at micron resolution in tumors^38,39^. However, executing AFM analysis is cumbersome, specialized, and not easily amenable to spatial registration with sequential in situ analysis and imaging. To improve upon these pitfalls, we developed AutoAFM to facilitate high-throughput, spatially-resolved acquisition of AFM data. We automated AFM movements by affixing servo motors onto the X and Y translation knobs of the AFM stage with custom-made, 3D-printed motor mounts (Fig. 1a, b, Supplementary Table 1, Supplementary Fig. 1a, b, Methods). Scripts were developed to enable the AFM to move along a user-specified path (Fig. 1c, d). The system was designed so that as the AFM moves from one point to the next, a feedback loop reports on the current position of the AFM and fine-tunes movements to poke the specimen within a user-designated tolerance of the desired positions. All movements and imaging were designed to be conducted using epifluorescence of propidium iodide-stained (PI) cells to guide the measurements. This strategy was chosen to remove artifacts from the cantilever shadow that could potentially be introduced into the images during stitching (Supplementary Fig. 1c). The system was engineered so that a completed AutoAFM scan will provide the location of each AFM force curve acquired over the tissue section being measured (Fig. 1e, f). The AutoAFM was designed such that scans can be acquired across as many points as the operator desires and are only spatially limited by the overall X-Y range of the AFM stage.

**Fig. 1:**
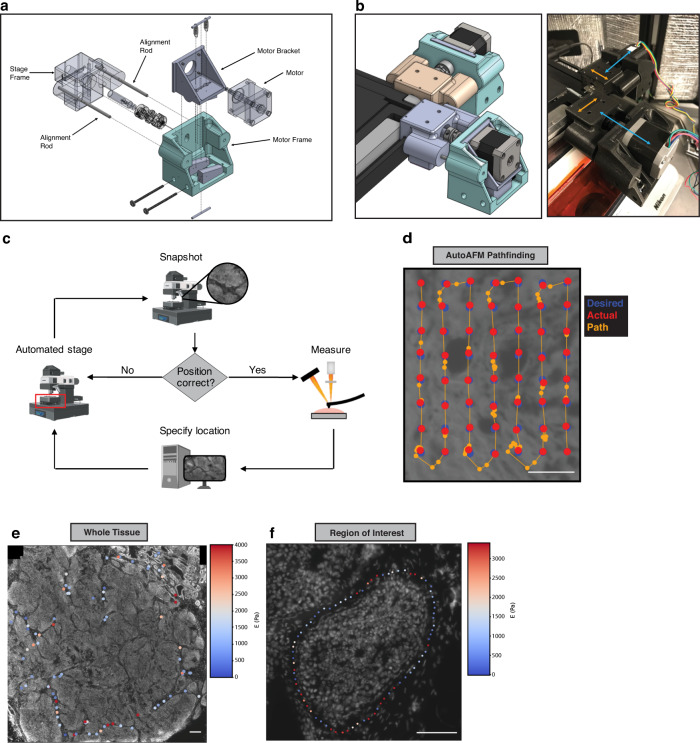
Overview of automated AFM acquisition system. **a** Technical drawing of motor mount for interfacing servo motors with AFM translation knobs. **b** Assembled motor mounts. The Stage Frame slides along the edge of the stage (orange arrows) while the Motor Frame slides along the Alignment Rods, towards and away from the Stage Frame as the knobs turn (blue arrows). **c** Schematic of AutoAFM feedback system. **d** Example of AutoAFM feedback with desired AFM sampling positions (blue), actual AFM positions (red), and AFM path of movement and positions outside of the desired positions (orange). Representative images of AutoAFM collecting AFM measurements over a whole tissue (**e**) and a region of interest (**f**) in a breast tumor section. 200 experiments were conducted obtaining reproducible results. Scale bar, 100 μm.

### Assessment of AutoAFM precision and validation of AFM measurements

To validate movements of the AutoAFM, a series of elevated PDMS beams of varying width were fabricated using photolithography followed by PDMS soft lithography (Supplementary Fig. 1d). Using this strategy, the height at which the AFM contacts the sample is known, so force curves collected on the beams registered as much higher than those collected on the surrounding PDMS surface. To determine the resolution limit of AutoAFM, we used the AFM to ‘walk’ along each beam and measured the accuracy of the AFM to contact the beam at each width. The measurements indicated that movements of the automated AFM are precise to within a few microns (Supplementary Fig. 1e).

The Young’s Modulus of an AFM cantilever is calibrated before measurements are performed (Methods). Nevertheless, the cantilever modulus can change over the course of data collection due to protein and cell debris deposition onto the cantilever. To ensure that the stiffness of the cantilever remained consistent throughout the measurements, we measured the elasticity of polyacrylamide (PA) gels of known Young’s Moduli before and after probing each sample. By comparing the stiffnesses pre- and post-sampling, we observed a 1:1 relationship (Supplementary Fig. 2a), indicating no changes in stiffness of the cantilever had occurred during the measurements. If the tip was contaminated, the data would have been consistently above/below the 1:1 line (140 Pa gels *p*-value = 0.551 and 1 kPa gels *p*-value = 0.970. Wilcoxon Rank-Sum Test). Additionally, the elasticities of the PA gels used were also validated independently using shear rheology (Supplementary Fig. 2a). AFM measurements on each tissue were collected over 1–2 h. To verify that tissues did not degrade over the timespan of AFM measurements, we collected force curves at the same tissue positions over a defined length of time. AFM measurements collected in the same positions every 30 min for three hours revealed no noticeable differences in elasticity, indicating that tissue degradation did not occur over the timespan that AutoAFM measurements were acquired for the measurements conducted in the current study (Supplementary Fig. 2b). Because tissues are viscoelastic substrates, the rate of force loading impacts the resulting force curve^40^. Accordingly, highly viscous substrates will appear stiffer when poked faster if they are assumed to be purely elastic. To address this potential anomaly, an AFM velocity of 2 μm/s was chosen since Young’s Moduli measurements are constant at this rate (Supplementary Fig. 2c).

To avoid any potential for tip fouling, we chose AFM cantilevers that were triangular with 5 μm spherical beads incorporated onto the cantilever tip (Supplementary Fig. 2d^41^;). To stitch together images taken during AutoAFM, the bead location was estimated for each image. To estimate the bead location within the image, the average image for each AutoAFM scan was taken, which revealed a faint but distinct outline of the cantilever (Supplementary Fig. 2e). This occurred because the stronger PI signals from the cells move during AutoAFM acquisition, but the faint cantilever image remains in the same position throughout. Five cantilevers with known bead locations were aligned with the average scan images to indicate the actual position of the bead during imaging (Supplementary Fig. 2f, g).

### Overlaying autoAFM measurements onto confocal images

In an effort to ensure visual spatial alignment between tissue morphological features and elasticity measurements, the AutoAFM measurements were overlaid with nuclear staining via alignment with AutoAFM PI positions. DAPI measurements were collected via confocal imaging at either 40× or 63× magnification, while AutoAFM PI images were collected at 20× magnification. A pipeline was then developed to translate low-resolution AutoAFM images onto high-resolution DAPI imaging (code available on GitHub). To do so, the two images were first manually pre-aligned so that the fields of view were similar, and the confocal DAPI image was down sampled to more closely resemble the resolution of the AutoAFM image (Supplementary Fig. 3a). Thereafter, a Fourier-Mellin Transform was applied to determine the scale and rotation of the AutoAFM image relative to the DAPI image^42^. Finally, translation between the two images was computed using phase contrast cross-correlation. Using this transformation matrix, AFM positions were mapped onto the high-resolution images (Supplementary Fig. 3b). The average mapping error was found to be 2.57 μm, estimated by monitoring nuclei positions before and after transformation (95% confidence interval: 2.09–3.06 μm) (Supplementary Fig. 3c).

### Deep learning model of tissue Young’s Modulus from collagen morphology

Interstitial fibrillar collagens are the major structural component of breast tissue^43–46^. As such, we reasoned that the elasticity of breast tissue could be inferred based on the morphology of interstitial collagen fibers, particularly given that stiff collagen fibers are thick and highly linear whereas more compliant collagen fibers are typically more dispersed, relaxed, and visually present as wavy fibers^47^. Although most investigators have used SHG imaging or PS red staining to visualize interstitial fibrillar collagens, collagen SHG imaging is susceptible to interference from additional fluorophores on co-stained tissues^48^, and PS red coloring depends on the angle of the slide on the microscope relative to the polarizer^28^. Accordingly, we chose to stain the collagens using the collagen-binding adhesion protein 35-Orange Green 488 fusion protein (CNA35-OG488; CNA)^49, 50^. CNA contains two subdomains, N1 and N2, which engage in a ‘collagen hug’ around triple helical collagen in the ECM^51^. CNA staining was selected because it is cheap to produce, plasmid sequences are freely available online, and the stain is not species specific^52^. The CNA stain is also rapid and easy to perform, and can be viewed on conventional fluorescent microscopes, lending itself to standard research laboratories as well as a clinical lab format.

To register collagen morphological features with tissue stiffness, a convolutional neural network (CNN) was applied using CNA and DAPI imaging as the inputs and the corresponding AFM measurements as the output (Fig. 2a). A CNN was chosen due to its superiority compared to alternative models with image classification tasks^53^. We reasoned that a CNN would be able to learn how factors such as collagen fiber linearity, thickness, and proximity to cells impacts elasticity better than alternative models. Different CNN architectures were applied to predict tissue elasticity including ResNet, DenseNet, and models discovered using Neural Architecture Search, but the best performance came from an AlexNet modified for a regression output instead of classification (https://github.com/pytorch/vision/blob/main/torchvision/models/alexnet.py).

**Fig. 2:**
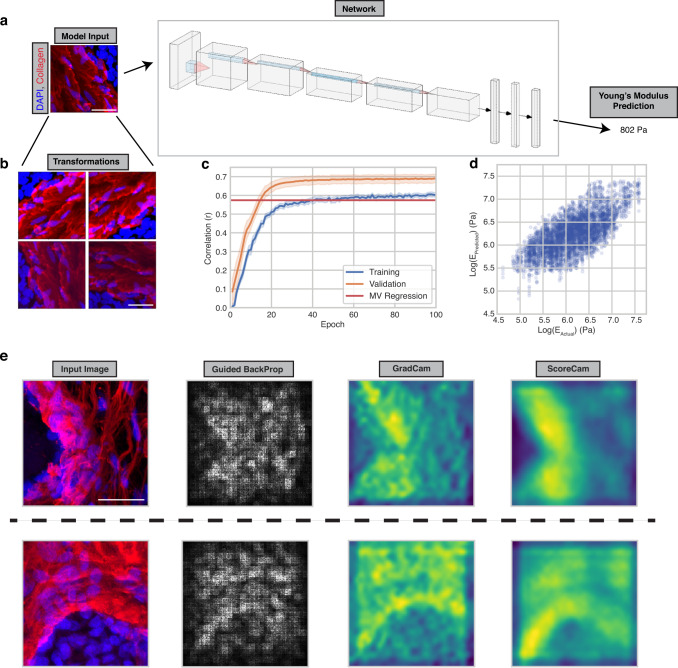
A convolutional neural network predicts the Young’s Modulus of tissue. **a** Example input-output relationships to the network with diagram depicting connectivity of different network layers. **b** Example image transformations to increase the size of the network training dataset. **c** Correlation between model predictions and actual Young’s Modulus values for the training (blue line) and validation (orange line) datasets over the course of training. Error bars indicate 95% confidence intervals across 25 trained models. **d** Dot plot of actual versus predicted Young’s Modulus values for the validation datasets across 25 trained models. *n* = 4768, Pearson r = 0.687. **e** Saliency maps reflecting image regions that influenced model predictions. 50 Saliency maps were generated obtaining reproducible results. Scale bar, 20 μm. Source data are provided as a Source Data file.

Neural networks are data hungry, such that their performance is greatly improved when more data is utilized. When given a small amount of training data, neural networks tend to over-fit the training dataset and emphasize features that do not generalize well. To address this, we artificially enlarged our training dataset of a thousand data points by applying random rotations, mirroring, and adjustments to brightness, contrast, and sharpness (Fig. 2b). Based upon the fact that the Young’s Modulus of the sample is independent of these manipulations, we reasoned this would allow the model to learn which features were the most informative while preventing overfitting. Consistently, we found that the model generalized much better to validation data when transformations were applied to the training data.

In the final model, we utilized both the DAPI and collagen channels. Given that dead cells are typically quite soft when probed using AFM, the additional information from the DAPI stain helped the model to learn and was included in our imaging studies. We also natural log-transformed elasticity measurements prior to training to alleviate the influence of outliers. At training completion, the correlation of predicted to actual Young’s Moduli values was 0.689 (pearson R value; averaged across 25 trained models) when trained over 100 epochs (Fig. 2c, d), which performed significantly better than predicting elasticity based on the intensity of collagen and DAPI alone (multivariable (MV) regression line using all training and validation samples; r = 0.574; *p*-value (CNN over MV) = 5.23e–10). The validation data is predicted more accurately than the training data due to the transformations applied to the training dataset. Saliency maps indicating image regions that contribute to tissue stiffness demonstrated that the trained models were able to incorporate morphological information from nuclei as well as collagen when predicting stiffness (Fig. 2e)^54–57^.

### Generation of STIFMaps

We next applied our trained CNNs to predict the elasticity of normal human and human breast cancer tissue sections across a region of interest using STIFMap. We achieved this objective by segmenting the images into squares matching the input dimensions of the neural network and predicting the Young’s Moduli for each square (Fig. 3a, Methods). We then colorized the original images to correspond to the predicted stiffness of each point (Fig. 3b). To validate the performance of these stiffness predictions, tissues were immunostained for two established markers of cellular mechanosignaling, activated β1 integrin and phospho-Myosin Light Chain 2 (pMLC2) that are typically increased in cells in response to a stiff ECM^58,59^. We used the predicted STIFMaps to evaluate the correlation between expression of these markers and stromal tissue elasticity (Fig. 3c). Since a large proportion of the ECM is not directly in contact with cells, we looked at the 99^th^ percentile of stain intensity for each percentile of ECM elasticity (Fig. 3d, Supplementary Fig. 4a, b). This allowed us to remove low-intensity pixels where there were no cells or stain present. The intensity of both mechanosignaling markers positively correlated with the predicted Young’s Modulus of the local tissue region (Fig. 3e), but not with the intensity of collagen or DAPI alone (Fig. 3f). We also applied a mask to better identify pixels located at the cell-ECM interface and observed the same trend (Supplementary Fig. 4c, d). The findings indicate that STIFMap can accurately identify mechanical ‘hotspots’ within human breast tumor tissue sections, thus providing an additional layer of information about the mechanical landscape of human breast tissue that was not previously possible.

**Fig. 3:**
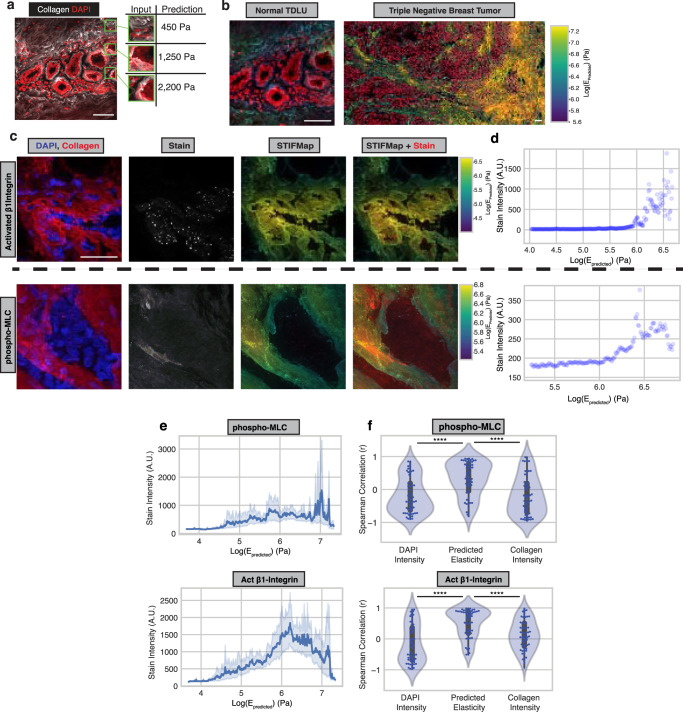
STIFMap predict high elasticity regions within tissues. **a** Deconstruction of a CNA- and DAPI-stained image into squares of ~50 × 50 μm. The Young’s Modulus of each square is predicted. **b** Elasticity predictions are aggregated and overlaid over collagen to produce the overall STIFMap for both a normal TDLU and triple negative breast cancer. **c** Representative images of immunofluorescent staining for pMLC (top) and activated β1 integrin (bottom) (60 total FOVs from 10 patient samples were imaged). **d** Scatterplots of STIFMap intensity vs stain intensity for each pixel shown in **c** indicating the 99^th^ percentile of stain intensity for each STIFMap percentile. **e** STIFMap percentiles versus the 99^th^ percentile of stain intensity for all acquired fields of view (FOVs). Error bars indicate a 95% confidence interval. *n* = 60 FOVs from 10 different patient tumor samples. Median Spearman r values activated β1 integrin = 0.696, pMLC = 0.364. **f** Violin plots of the Spearman correlation for each FOV comparing the 99^th^ percentile of staining intensity versus percentiles of DAPI, predicted elasticity, or collagen stain intensity. Internal gray bars indicate a Box-plot. The box plots indicate the median, and extreme values. *n* = 60 FOVs from 10 different patient tumor samples. p(Elasticity vs DAPI; p-MLC) = 2.60E−6. p(Elasticity vs Collagen; p-MLC) = 5.28E−6. p(Elasticity vs DAPI; beta1-integrin) = 2.17E−8. p(Elasticity vs Collagen; beta1-integrin) = 2.36E−5. Scale bar, 50 μm. Statistical analyses were performed using two-sided Mann–Whitney U test, ****P < 10^−5^. Source data are provided as a Source Data file.

### Utilizing STIFMap with formalin-fixed paraffin-embedded tissue

FFPE tissues are frequently used for clinical analysis because this approach preserves cell and tissue morphology. Unlike cryopreserved tissues, which are needed for traditional AFM analysis, FFPE tissues are more readily available for research analysis and clinical translational studies. However, FFPE tissues are highly cross-linked due to formalin-fixation, and thus unsuitable for accurate stiffness measurements by AFM. Accordingly, we asked if STIFMap could predict the elasticity of the original, unfixed tissue samples based solely on collagen morphology. We stained terminal duct lobular units (TDLUs) from cryo-preserved and FFPE breast tissues with CNA and DAPI. In consultation with a clinical breast cancer pathologist, we detected no discernable morphological differences between the collagen morphology detected using the CNA collagen stain in a patient-matched FFPE versus cryopreserved tissue (Supplementary Fig. 5a). Moreover, we examined whether formalin-fixation or antigen retrieval (AR) could introduce any changes in collagen morphology that could impact STIFMap predictions. While it is not possible to conduct staining within the same tissue prior and post FFPE tissue processing, to address this issue we imaged collagen with CNA staining in cryopreserved tissues before and after 10% formalin-fixation for 1 h (Supplementary Fig. 5b). We also stained collagen with PS red in FFPE tissues before and after AR (Supplementary Fig. 5c). In both cases, we did not observe any significant morphological differences in collagen architecture. The results indicate that STIFMap can be applied to predict the elasticity of FFPE tissues in which elasticity measurements are not currently possible.

### A stiff, fibrotic collagenous ECM drives an EMT and tumor metastasis in mice

A stiff ECM can foster the growth, survival, and invasiveness of cultured premalignant and tumorigenic breast cancer cell lines by inducing an EMT^60–63^. A stiff, cross-linked collagenous stroma can also induce an EMT to promote tumor aggression and metastasis in vivo in experimental transplant murine models of mammary cancer^64^. Nevertheless, there is currently no evidence to directly implicate a stiff, fibrotic stroma in human breast cancer progression and metastasis, nor any published studies that link this phenotype to induction of an EMT. Therefore, to directly test whether a stiff stroma could drive the aggressiveness and metastatic behavior of human breast cancers, and to determine if this is linked to an EMT, we manipulated HER2+ human breast cancer patient-derived xenografts (PDX) in vivo. We reasoned that PDXs are a model that more closely mimics the heterogeneous phenotype of human breast tumors^65,66^. To assess this, we implanted three independent HER2+ human breast cancer PDXs (BCM-3963; BCM-3143B, HCI-012) embedded within control (SOFT; 140 Pa) and non-metabolizable L-ribose cross-linked (STIFF; 1200–2000 Pa) collagen gels into the fat pads (orthotopic) of NOD/SCID mice and monitored the impact on tumor phenotype and behavior (Fig. 4a). 

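RNA of 18 of these PDX tumors was sequenced. A PDX is human tumor tissue kept growing in immunodeficient mice. The libraries covered 3 patient-derived tumors, with 3 replicates in SOFT and 3 in STIFF gels for each, so 9 per gel. The sample labels number the tumors 1 to 3 and do not tie these numbers to the PDX names. Total counts per library ranged from 5450679 to 24971769 in SOFT tumors, with a median of 19300854, and from 528326 to 25552145 in STIFF tumors, with a median of 18609188. The labels give about 25000000 read pairs per sample, and all values here use the counts. The totals are counts on human genes, and low depth and shallow refer here to these totals, not to reads sequenced. Why some totals were low was not tested. Below 2000000 counts were 3 STIFF libraries and 0 SOFT libraries: tumor 1 STIFF replicate 3 held 812541 counts, tumor 2 STIFF replicate 2 held 1958403 and tumor 2 STIFF replicate 3 held 528326. Genes of skeletal muscle, a tissue other than the tumor, took 0.562%, 2.24% and 0.538% of the counts in these 3 libraries, in that order, and 0.0150% to 0.0397% in the other 15. Processed pseudogenes took 13.3%, 5.88% and 14.8% of their counts, against 4.46% to 6.06% in the other 15.

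**Figure D1:**
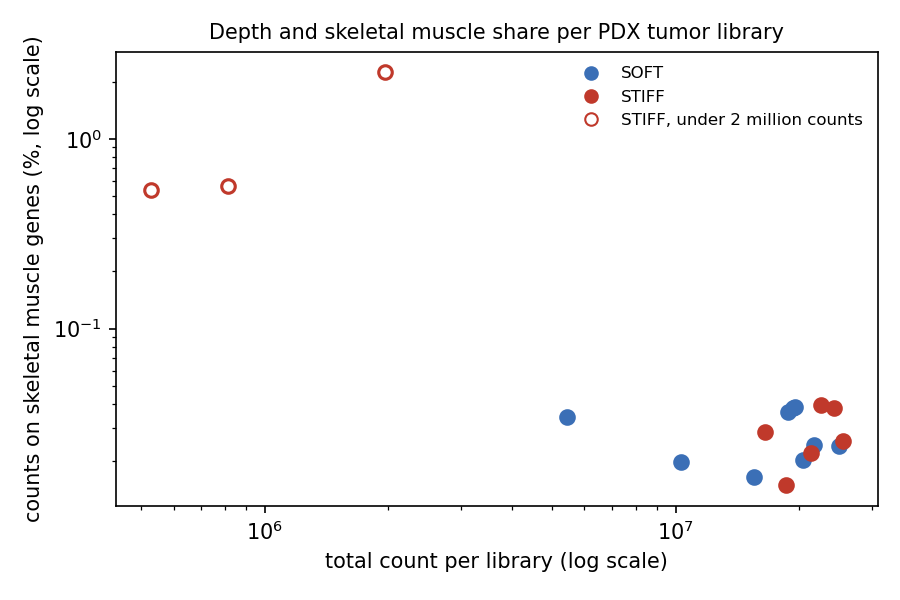
Total count of each of the 18 libraries (horizontal axis, log scale) against the percent of its counts on skeletal muscle genes (vertical axis, log scale). Blue points are SOFT and red points STIFF tumors, and the 3 open points are the STIFF libraries below 2000000 counts, which sit at 0.538% to 2.24%, above the other 15.

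The authors aligned the reads to the human genome with Rsubread, counted them per gene with featureCounts and deposited whole-number counts for 60721 gene identifiers. The paper's text names no step that sets reads of mouse cells apart. From those counts, and with choices made before the data were examined, genes with at least 1 CPM (counts scaled to library size) in at least 4 libraries were kept, as in the paper, which left 21765. Counts were scaled by TMM factors and tested with edgeR's quasi-likelihood test, with the tumor as a term beside the gel. The contrasts within each tumor came from a fit of the 6 groups, which share 1 estimate of the spread. Gene lists were tested with camera, which compares a list with all other genes. The paper gives 140 Pa for SOFT and 1200 to 2000 Pa for STIFF gels. For the ribose that cross-linked the STIFF gels, the paper gives 500 mM and the labels 2500 mM.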

Immunofluorescence analysis revealed a significant increase in activated β1 integrin, phospho-Y397 focal adhesion kinase activity (^Y397^FAK) and yes-associated protein (YAP) in the PDX tumors that developed within the stiffened collagen gels (Fig. 4b–d). We observed an increase in tumor outgrowth in all three independent HER2 + PDX tumors embedded within the stiffened collagen gels (Supplementary Fig. 6a–c). Markers of growth factor receptor signaling, as indicated by elevated phosphorylated MAP Kinase (pERK; Supplementary Fig. 6d), indicated that tissue tension and integrin signaling promoted tumor cell growth. Histopathological assessment indicated that all HER2 + PDX tumors were of high histological grade however, there was more extensive necrosis in the stiff tumors (STIFF; 58.8% and SOFT; 21.7% necrotic tumor area). There was also a greater number of larger metastatic lesions quantified in the lungs of the mice harboring the stiff tumors (Fig. 4e–h, Supplementary Fig. 6e,f). 

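Genes of the Hallmark epithelial mesenchymal transition (EMT) set were, as a group, higher in STIFF than in SOFT PDX tumors. Of the 172 measured members, 120 had a positive log2 fold change and 52 a negative one, with a median of 0.35. COL6A3, a chain of type VI collagen on chromosome 2 from 237324003 to 237414375 (GRCh38), had a log2 fold change of 3.94 (standard error 0.84). Its level in tumor 3 was 0.19 ± 0.20 CPM in SOFT and 3.10 ± 1.81 CPM in STIFF tumors (SD, n = 3 each). CXCL12, a chemokine of stromal cells, had a log2 fold change of 4.49 (standard error 1.39), and COL4A1, a basement membrane collagen, one of 4.36 (standard error 1.34). TPM1, an actin-binding tropomyosin, had a log2 fold change of 3.35 (standard error 1.05). Without the 3 STIFF libraries below 2000000 counts, a choice made after seeing the totals, the values were 0.38 for COL4A1 and 0.0603 for TPM1. COL6A3 and CXCL12 no longer passed the filter of 1 CPM in 4 libraries there and have no value. In tumor 1, COL6A3 was 0.44 ± 0.07 CPM in SOFT and 5.40 ± 8.63 CPM in STIFF tumors. CXCL12 was 0.013 ± 0.022 and 16.2 ± 27.9 CPM in the same groups (SD, n = 3 each). The set as a whole was higher by camera (adjusted p = 3.54e-07 over the 24 lists tested, and adjusted p = 0.0190 with an estimated correlation). When the gels were redrawn at random within tumors, the camera p of the set was under 0.05 in 30 of 59 other splits, and 3 of 60 were as small as the real one, itself included. Over all 21765 genes, edgeR called 0 members at an adjusted p under 0.05, with 27 higher and 0 lower at an unadjusted p under 0.05, and 1 higher when adjusted over the list alone. DESeq2 called 11 members higher and limma-voom 0. COL6A3 had an unadjusted p of 1.6e-04 and an adjusted p of 0.915 from edgeR's quasi-likelihood test. Over all genes edgeR called 0 higher and 0 lower, with 1000 higher and 72 lower at an unadjusted p under 0.05, while DESeq2 called 326 higher and 2 lower and limma-voom 0. Among 27 collagen genes, 22 had a positive log2 fold change, 6 were higher at an unadjusted p under 0.05 and 1 when adjusted over the list alone. The list was higher by camera (adjusted p = 1.23e-06, and adjusted p = 0.0217 with an estimated correlation), but not without those 3 libraries, where 14 of 25 were positive (adjusted p = 0.264). COL1A1, the main fibrillar collagen, had a log2 fold change of 2.66 (standard error 1.01), but -0.34 without those 3 libraries and -0.16 by limma-voom. Skeletal muscle genes were higher too, with 18 of 26 higher when adjusted over the list alone and a camera adjusted p of 1.79e-13 (adjusted p = 0.0739 with an estimated correlation). Without those 3 libraries 10 of 16 members were positive, with a median of 0.0687 and a camera adjusted p of 0.264. ACTA1, the actin of skeletal muscle fibers, had a log2 fold change of 7.75 (standard error 2.07). Fibroblast genes had a positive log2 fold change in 12 of 13 and a camera adjusted p of 3.20e-07 (adjusted p = 0.0739 with an estimated correlation), but in 4 of 11 without those 3 libraries, with a median of -0.30. As 1 value per library, the EMT score, the mean log2 CPM over the members, was 0.193 higher in STIFF tumors (95% interval -0.036 to 0.422). Its exact permutation p was 0.080, two-sided, over 8000 arrangements of the gels within tumors. In the 15 libraries above 2000000 counts, 93 of 162 members had a positive log2 fold change, the median was 0.0464 and the camera adjusted p was 0.917.

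**Figure D2:**
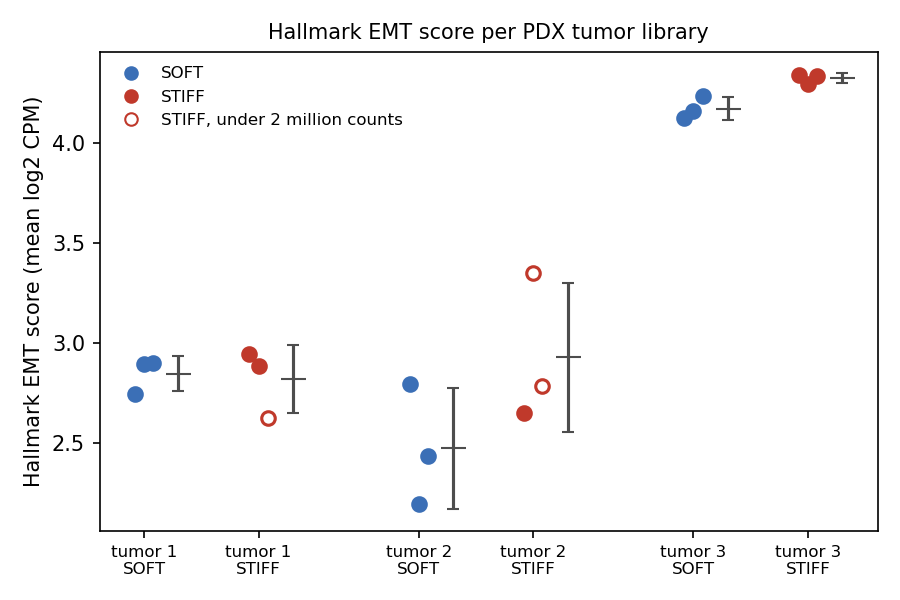
Hallmark EMT score (mean log2 CPM over 172 genes) of each library, by tumor and gel. Points are libraries, dashes with bars are the mean and SD of 3 libraries, and open points are the 3 STIFF libraries below 2000000 counts. The STIFF libraries of tumor 3 lie between 4.29 and 4.34 and its SOFT libraries between 4.12 and 4.23.

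The paper sets this gene set beside the outgrowth and the lung metastases of the tumors in STIFF gels and proposes that they are related.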

Consistent with a relationship between a stiff stroma, breast tumor aggression, and induction of an EMT, RNAseq analysis revealed a significant elevation of the ‘Hallmark Epithelial Mesenchymal Transition’ pathway in STIFF PDX tumors (Fig. 4i, j, MSIGDB pathway M5930). RT-PCR analysis validated the stiffness induction of the expression of several of the EMT genes including Vimentin (*VIM*), *TWIST1*, *SNAI2* (*SLUG*), and *MMP2* (Fig. 4k–n, Supplementary Fig. 6g–l). These findings demonstrate that a stiff stroma induces integrin and growth factor receptor signaling and drives tumor progression and metastasis of human breast tumor PDXs in vivo. 

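Among the transcription factors that drive an EMT, 8 of 10 measured members had a positive log2 fold change in STIFF tumors. ZEB2 had a log2 fold change of 4.22 (standard error 1.47) and PRRX1 one of 4.16 (standard error 1.42). ZEB1, TWIST1 and SNAI2, which encode other EMT factors, had smaller values of 1.27 (standard error 1.00), 0.58 (standard error 0.68) and 0.25 (standard error 0.60). The list was higher by camera (adjusted p = 0.00311, and adjusted p = 0.0739 with an estimated correlation), with 4 members higher at an unadjusted p under 0.05 and 2 when adjusted over the list alone, while edgeR called 0 over all genes, DESeq2 2 and limma-voom 0. Without the 3 STIFF libraries below 2000000 counts, a choice made after seeing the totals, 3 of 8 members were positive, with a median of -0.12. VIM, the intermediate filament of mesenchymal cells, had a log2 fold change of 3.46 (standard error 1.28) and MMP2, a gelatinase, one of 2.83 (standard error 1.22). Without the same libraries, the values were -0.35 for VIM, -0.45 for MMP2, -0.23 for TWIST1, -0.17 for PRRX1 and 0.18 for ZEB2, which was -0.29 by limma-voom. ZEB1 was -0.0938 by limma-voom, and SNAI2 was -0.11 with tumor 2 left out. Genes of epithelial identity were lower as a group, with 28 of 30 log2 fold changes negative (camera adjusted p = 7.23e-04, but adjusted p = 0.433 with an estimated correlation), and 14 of 30 without those 3 libraries. ESRP2, an epithelial splicing factor, had a log2 fold change of -0.48 (standard error 0.20), E-cadherin (CDH1) one of -0.34 (standard error 0.21) and EPCAM one of -0.35 (standard error 0.23). By tumor, the EMT score of tumor 3 was 4.17 ± 0.057 in SOFT and 4.32 ± 0.025 in STIFF gels (SD, n = 3 each), with every STIFF library above every SOFT library (exact permutation p = 0.1, the smallest that 3 against 3 allow). The score was 2.85 ± 0.087 in SOFT and 2.82 ± 0.170 in STIFF for tumor 1 (exact permutation p = 0.8) and 2.47 ± 0.302 in SOFT and 2.93 ± 0.372 in STIFF for tumor 2 (exact permutation p = 0.3, SD, n = 3 each). The set was higher by camera in tumor 1 (adjusted p = 1.02e-05, and 0.00823 with an estimated correlation) and tumor 2 (adjusted p = 6.36e-04, and 0.0352 with an estimated correlation), with an adjusted p of 0.353 in tumor 3 (0.590 with an estimated correlation). Without STIFF replicate 3, the unadjusted camera p was 0.249 in tumor 1 and 0.132 in tumor 2, and without both shallow STIFF libraries of tumor 2 the set was lower in its STIFF tumor (unadjusted camera p of 0.0449). In tumor 2, edgeR called 46 genes higher in STIFF and 0 lower, with 2287 higher and 483 lower at an unadjusted p under 0.05 and 1022 changed by DESeq2. A fit of its 6 libraries alone called 0, and leaving out single libraries gave 2 to 531. Of the 46, 32 had no count in any SOFT library of tumor 2. Among the 32, MET, a growth factor receptor, was at least 19.6-fold higher in CPM pooled over the group, against a floor of 3 counts over the SOFT group, and ITGA2, a collagen receptor subunit, at least 23.7-fold (edgeR adjusted p = 0.0327 for both). In tumors 1 and 3 edgeR called 0 genes, with 948 higher and 32 lower, and 172 higher and 55 lower, at an unadjusted p under 0.05, while DESeq2 called 454 and 2. Over all genes, 0 gel effects differed between tumors by edgeR's interaction test, with 1269 at an unadjusted p under 0.05 and 143 by DESeq2.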

The data also implicate stromal stiffness-dependent induction of an EMT in this phenotype.

**Fig. 4:**
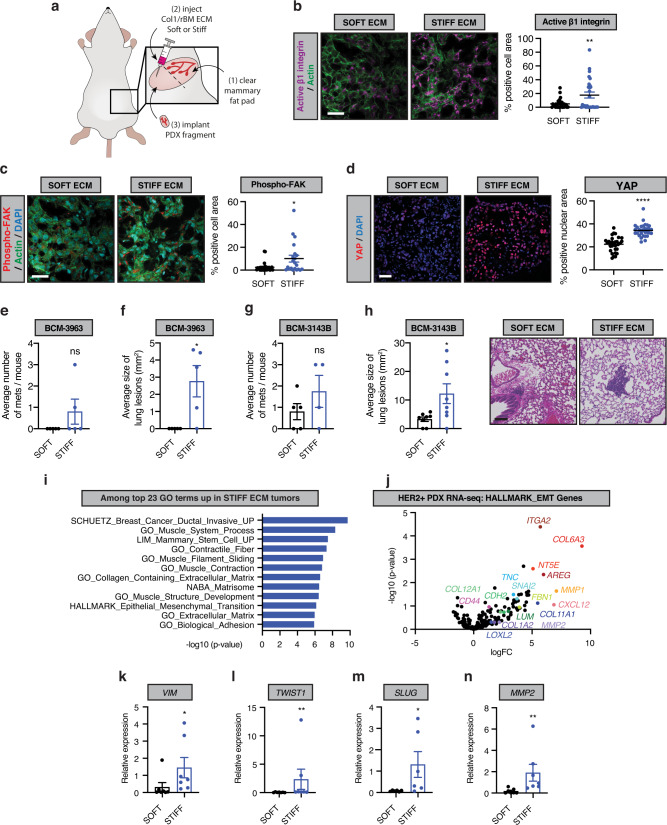
Matrix elasticity associates with EMT in PDX models of HER2+ breast cancer. **a** Schematic showing the strategy for implantation of HER2-positive patient-derived xenograft (PDX) breast cancer tissues. Representative images of immunofluorescent staining of active β1 integrin (**b**), phospho-FAK (**c**) and YAP (**d**) in SOFT or STIFF HER2-positive PDX tumors (left). Scale bar, 50 μm. Quantification of average active β1 integrin (**b**), phospho-FAK (**c**) and YAP (**d**) positive cell or nuclear area for all HER2-positive PDX tumors (right). SOFT; *n* = 6, STIFF; *n* = 6. **e** Average number of lung metastases for mice bearing BCM-3963 PDX tumors in SOFT and STIFF ECM stroma as determined by histological analysis. SOFT; *n* = 10, STIFF; *n* = 10. **f** Average size of the metastatic lesions corresponding to the analysis in **e**. **g** Analysis as in **e** for mice bearing BCM-3143B PDX tumors. SOFT; *n* = 10, STIFF; *n* = 10. **h** Analysis as in **f** for metastatic lesions corresponding to the analysis in **g** (left). Images of lung metastases for mice bearing BCM-3143B PDX tumors in SOFT and STIFF ECM stroma (right). Scale bar, 100 μm. **i** Gene ontology (GO) terms from among the top 23 most significantly upregulated, using RNAseq data derived from all HER2-positive PDX tumors generated in SOFT (*n* = 9) and STIFF (*n* = 9) ECM stroma (*n* = 3 for each PDX and condition). **j** Volcano plot of p-value (-log10) vs. log fold change (logFC) for gene expression from the HALLMARK_epithelial-to-mesenchymal transition gene set for RNAseq data of HER2-positive PDX tumors developed in SOFT and STIFF ECM stroma. **k**–**n** qRT-PCR arrays designed to examine EMT related gene expression to analyze RNA isolated from PDX tumors in SOFT and STIFF ECM stroma. SOFT; *n* = 7, STIFF; *n* = 7. Bar plots for the average relative expression of the indicated mesenchymal genes. All graphs are presented as mean +/− S.E.M. Statistical tests used were two-sided Mann–Whitney U test (**c**, **f**, **k**–**n**) and two-sided unpaired *t*-test (**b**, **d**, **e**, **g**, **h**), *P < 0.03, **P < 0.002, ***P < 0.0002, ****P < 0.0001, ns non-significant. Source data are provided as a Source Data file.

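In the authors' deposited table of gene sets higher in STIFF tumors, the Hallmark EMT set stood at rank 18 of 30994, with a p-value of 7.16e-07, a q-value of 0.00123 and 172 genes. Muscle sets stood above it in the authors' deposited table, among them GO_MUSCLE_SYSTEM_PROCESS at rank 2 with a p-value of 4.93e-09 and HALLMARK_MYOGENESIS at rank 4 with a p-value of 1.92e-08. Of the first 23 sets of the authors' deposited table, 10 bear a muscle term or the muscle protein TTN in their name, and 78 sets in all have a q-value under 0.05. In the authors' deposited table of sets higher in SOFT tumors, 36 sets do, with FISCHER_DREAM_TARGETS, genes of the cell cycle, at rank 1 with a p-value of 3.56e-12. From the counts, proliferation genes were lower in STIFF tumors as a group, with 29 of 30 log2 fold changes negative (camera adjusted p = 1.75e-07, but adjusted p = 0.292 with an estimated correlation). Without the 3 STIFF libraries below 2000000 counts, 18 of 30 were negative, with a median of -0.00827. TOP2A, a topoisomerase of dividing cells, had a log2 fold change of -0.34 (standard error 0.26). The muscle myosin gene MYH4, which may share reads with its close paralogs, had a log2 fold change of 8.71 (standard error 2.26), and MYOZ1, a protein of the muscle Z-disc, one of 6.19 (standard error 1.64). By limma-voom with sample quality weights MYH4 was -0.16. Neither gene passed the count filter without those 3 libraries. Of the 17 genes named on the volcano plot of Fig. 4j, all had a positive log2 fold change. By edgeR, 0 passed an adjusted p under 0.05 over all genes, 5 were higher at an unadjusted p under 0.05 and 3 when adjusted over the list alone, while DESeq2 called 4 and limma-voom 0. The study chose these genes on these samples, so the list is not independent evidence of its direction. COL12A1, a collagen that binds fibrils, had a log2 fold change of 2.10 (standard error 0.70). NT5E, an ecto-enzyme that makes adenosine, had one of 1.34 (standard error 0.74), AREG, a ligand of the EGF receptor, one of 1.26 (standard error 0.80), and MMP1, a collagenase, one of 0.87 (standard error 1.00). NT5E was 0.44 without tumor 2 STIFF replicate 1, and AREG was -0.0476 by limma-voom. Without the same 3 libraries, 11 of the 14 that were still measured had a positive log2 fold change.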

### STIFMap link stromal elasticity to EMT in patient tumors

Having established that high ECM tension can drive the progression and metastasis of HER2 + PDX breast tumors in association with induction of an EMT, we next applied STIFMap to look for clinical evidence supporting this relationship. We previously showed using AFM and immunofluorescence analysis that the more aggressive triple-negative breast cancer (TNBC) and HER2+ human breast cancer subtypes have more cells with activated β1 integrin and develop a stiffer invasive front^21,22^. We applied STIFMap to explore if there was a significant association between stromal tension and EMT markers in clinical FFPE samples of TNBC and HER2+ breast tumors. We first looked within patient transcriptomic data and found that expression of collagen genes highly correlated with expression of EMT genes (Fig. 5a, b). Collagen genes were removed from all gene sets to not bias this analysis. We then stained TNBC FFPE tissue sections for Twist1, ZEB1 and SLUG, transcription factors induced by a stiff stroma previously implicated in EMT^61,67–69^. We detected expression of Twist1, ZEB1 and SLUG and found their levels to be positively correlated with the predicted elasticity of the interstitial collagens in the stroma, but not individually with total collagen or DAPI intensity (Fig. 5c–f). A similar trend was also observed across whole-slide images of TNBC tissues (Supplementary Fig. 7a, b). To determine the broader relevance of these clinical findings we next applied STIFMap to a cohort of HER2+ breast tumors with associated clinical follow-up data^70^. We co-stained these FFPE tissue sections with HER2 and ZEB1 as well as with CNA to stain stromal collagens. To facilitate our analysis a pathologist annotated tumor regions within each whole-slide image. The predicted tissue elasticity from STIFMap positively associated with ZEB1 stain intensity, but not with HER2, when compared to the correlation with collagen intensity alone (Fig. 5g, h, Supplementary Fig. 7c, d). We then looked at the spatial autocorrelation of each stain within each tissue by calculating Moran’s I, which revealed a trend showing that greater clustering of HER2, ZEB1, and elasticity associated with metastatic recurrence (Fig. 5i). This observation is consistent with worse overall survival among patients with high expression of EMT and collagen gene expression signatures (Fig. 5j, k). These findings demonstrate a spatial link between high stromal collagen elasticity and biomarkers of EMT in both TNBCs and HER2+ human breast tumors. Together with our PDX findings, these data link EMT to ECM stiffness and implicate tension-induced EMT in human breast tumor metastasis. The findings also suggest a stiff ECM could promote tumor aggression and compromise breast cancer patient outcome.

**Fig. 5:**
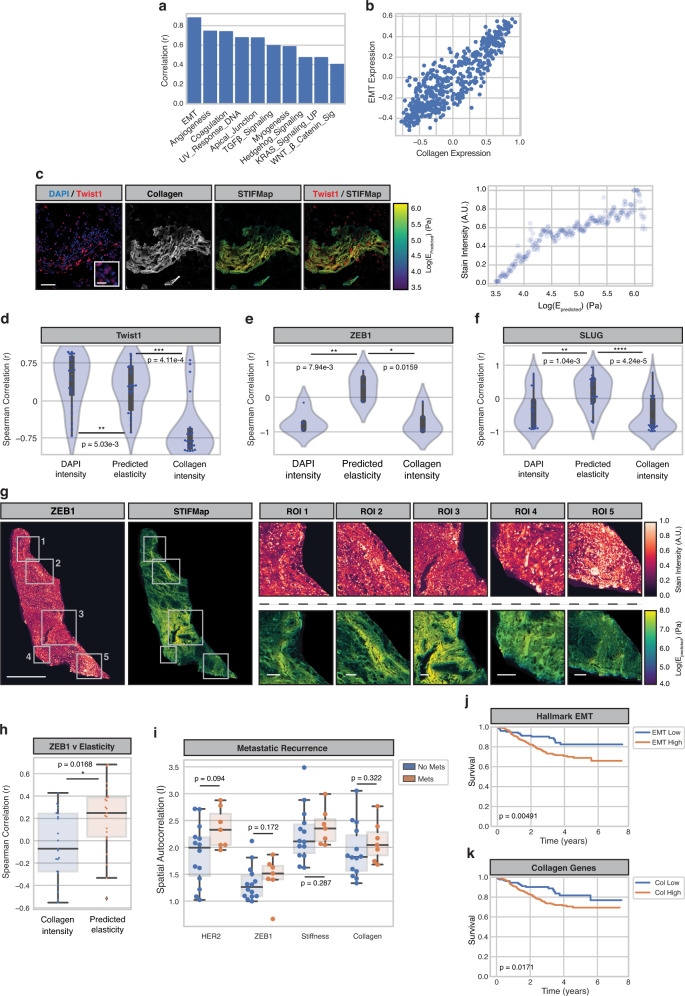
EMT markers spatially overlap with high tension matrix and associate with poor survival in patient tumors. **a** Pearson correlation between GSVA scores for collagen genes and hallmark pathway genes in the Nuvera dataset. **b** Scatterplot of GSVA scores for collagen genes and hallmark EMT genes. Each point represents one patient. *N* = 508 patients. Pearson r = 0.880. **c** FOVs for Twist1 staining within FFPE tumors (left). Scale bar, 50 μm. Inset scale bar, 10 μm. Scatterplots of STIFMap intensity vs stain intensity for each pixel shown in (i) indicating the 99th percentile of stain intensity for each STIFMap percentile (right). *N* = 22 imaged FOVs. **d**–**f** Violin plots of the Spearman correlation for each FOV comparing the 99th percentile of staining intensity versus percentiles of DAPI, predicted elasticity, or collagen stain intensity. Internal gray bars indicate a box-plot. *N* = 22 Twist1 FOVs, *n* = 5 ZEB1 FOVs, and *n* = 25 SLUG FOVs. **g** Representative whole slide image (WSI) and regions of interest (ROIs) of ZEB1 stain with STIFMap in HER2+ breast cancer cohort. Scale bar (WSI), 1 mm. Scale bar (ROIs), 100 μm. *N* = 21 patient tumor samples. **h** Spearman correlation for each whole tissue section comparing the 99^th^ percentile of staining intensity versus percentiles of predicted elasticity and collagen stain intensity. *N* = 21 patient tumor samples. **i** Box and whiskers plots to show the association between metastatic recurrence and spatial autocorrelation (Moran’s I) for tissue markers and STIFMaps in the HER2+ breast cancer cohort (*n* = 84 breast tumors). Kaplan–Meier curves comparing survival between the upper and lower quartiles of EMT (**j**) and collagen (**k**) GSVA scores within the Nuvera cohort. *N* = 127 patients in each group. Boxes denote 25th to 75th percentile with median line. Whiskers mark the minima and the maxima excluding outliers. Statistical analyses were performed using two-sided Mann–Whitney U test (**d**–**f**, **h**, **i**) and logrank test (**j**, **k**), *P < 0.05, **P < 0.01, ***P < 0.001 ****P < 10^−5^. Source data are provided as a Source Data file.

## Discussion

Here we present a method we term Spatially Transformed Inferential Force Map (STIFMap), which permits the spatial resolution and quantification with micron-resolution of the mechanical heterogeneity of the collagenous stroma within normal and tumor human breast tissues. The method works on both cryopreserved and FFPE tissues and employs a quick, inexpensive staining protocol via CNA and DAPI. The approach permits simultaneous quantification of the heterogeneous tension landscape of the stromal ECM together with standard biomarker immunostaining approaches, and could further be integrated with spatial proteomics and genomics as well as protein marker multiplexing protocols^24–26^. Although methods do exist to broadly quantify tissue elasticity across a tissue section, they do not provide high-resolution spatial information^35^. AFM is a technique that directly probes tissue elasticity at the single cell scale^71^. However, standard AFM methods are not high-throughput, require fresh or cryopreserved tissue, rely upon specialized equipment and operators, are time-consuming, and only collect sparsely spaced data points over focused sections of a tissue^33, 34^. In the absence of the AutoAFM algorithms presented herein, it is also challenging to overlay AFM data with biomarker staining. Moreover, the use of cryopreserved or fresh tissue compromises the ability to simultaneously conduct spatial genomic, transcriptomic, or proteomic analyses. STIFMap overcomes current shortcomings of conventional AFM methods and can rapidly annotate the elasticity landscape of whole tissue sections with a simple collagen stain. The method is also amenable to FFPE tissues thereby expanding the scope and application of the method. Indeed, using STIFMap we were able, to the best of our knowledge, to link for the first time in clinical specimens of human breast cancer, tissue mechanics with indicators of mechanosignaling and biomarkers of an EMT previously implicated in tumor aggression^36,37^. The results highlight the potential utility of using STIFMap to quantify stromal biophysical features to predict tumor behavior and ultimately patient outcome.

We and others showed both in vitro and in experimental models in vivo that a stiff ECM increases integrin mechanosignaling to foster tumor cell growth, survival, invasion and metastasis, and that this is accompanied by induction of an EMT^60,61,72^. Here we demonstrate, using HER2-positive breast tumor PDX specimens, that a stiff stroma can induce an EMT in vivo and that this is accompanied by metastasis. By correlating stromal tension with biomarkers of an EMT in human clinical specimens of TNBC and HER2+ breast cancer, we found clinical evidence that such a relationship also exists within human tumors, thereby providing validation of the experimental manipulations. Furthermore, we showed that expression of either collagen genes or an EMT signature associates with significantly worse patient outcome. The findings thereby link stromal tension to human breast cancer progression and directly implicate induction of an EMT in this phenotype. Although STIFMap provides researchers with a versatile tool to explore the role of stromal stiffness in clinical specimens, additional studies will be necessary to further clarify mechanisms through which a heterogeneously stiff ECM drives an EMT in tumors. Moreover, more work will be needed to assess the clinical relevance of stromal stiffness on patient outcome.

There is growing interest in the application of artificial intelligence methods to classify clinical histological images^73–75^. While early deep learning algorithms focused on routine tasks such as nuclei segmentation, current state-of-the-art algorithms are beginning to rival pathologists at tasks such as tumor grading and cancer detection^73^. Moving beyond what pathologists are able to detect, some new algorithms are even able to predict tumor recurrence and invasive potential in cohorts for which there is currently no means available for evaluating risk to progression^76^. Notwithstanding these advances, a number of caveats hinder development in this area such as suboptimal network architectures, the requirement for large image datasets of annotated samples, the immense computational processing power necessary to train highly sophisticated models, overfitting data that is generated by only one individual or group, and the difficulty in interpreting why deep learning models classify results in one group or another^77^. Nevertheless, improvements in deep learning such as neural architecture search to find more optimal networks and advancements in computational power continue to make computational pathology more mainstream and accessible in the clinic. While there are still issues to overcome, deep learning algorithms appear to be the future of histopathological analysis and tissue classification^78^.

Tumors are highly heterogeneous at the genomic, transcriptomic, and proteomic levels^1,4^. Regions within human and murine tumors have been identified in which immune infiltration, cancer cell metabolism, and stress response pathways exhibit diverse phenotypes. Given that patient prognosis and outcomes have been linked to genomic heterogeneity, as well as variability in immune infiltration and hormone receptor expression, it is perhaps not surprising that there is a growing interest in understanding the relevance of and drivers of ITH^79^. In this regard, the level of tissue fibrosis also predicts patient outcome and recent data suggest the level and organization of tissue collagens and stromal stiffness varies widely within a patient’s tumor^21,80,81^. Yet, to date there are no tools with which to spatially resolve the mechanical stromal heterogeneity within a tumor and none that are amenable to scanning across a full tissue section of a tumor. With STIFMap, it is now possible to evaluate the association between a biomarker or pathway of interest and the local and heterogeneous elasticity of the collagen-rich stroma within a given normal or malignant tissue. Moreover, the STIFMap method can be combined with spatial sequencing, in situ gene expression, metabolomics, and even proteomics to allow for unbiased screening of correlations between molecular heterogeneity and mechanically regulated pathways in clinical samples. Accordingly, STIFMap opens the door for clinicians and translational researchers to explore the impact that tissue elasticity has on cellular phenotypic variability in healthy and diseased tissues.

## Methods

### Ethical statement

Our research complies with all relevant ethical regulations. The animal experiments were performed in accordance with the guidelines from the Institutional Animal Care Use Committee (IACUC) protocols, #AN133001 and #AN179766, which adhere to the NIH Guide for the Care and Use of Laboratory Animals. Within our approved animal study protocol, no tumor exceeded the maximal tumor size of 1.5 cm. Human breast tissue specimens were collected prospectively from consenting patients. Human tissues were stored and analyzed in accordance with the procedures outlined in the Institutional Review Board (IRB) Protocol #10-03832, approved by the UCSF committee of Human Resources and the Duke University IRB Pro00054515.

### Atomic Force Microscopy (AFM)

AFM measurements were performed using an MFP-3D BIO Inverted optical AFM (Asylum Research, Santa Barbara, CA) mounted on a Nikon TE2000-U inverted fluorescent microscope (Melville, NY) and placed on a vibration-isolation table (Herzan TS-150). Silicon nitride cantilevers were used with a nominal spring constant of 0.06 N m^−1^ and a borosilicate glass spherical tip with 5 μm diameter (Novascan Tech). Cantilevers were calibrated using the thermal fluctuation method and verified by probing polyacrylamide gels of known elasticity. The specimens used were 20 μm thick OCT-embedded frozen human breast tissue sections thawed and equilibrated to room temperature by immersion in PBS for 5 min. Thawed sections were immersed in PBS containing phosphatase inhibitor (GenDEPOT Xpert #P3200-001), protease inhibitor cocktail (GenDEPOT Xpert # P3100-001), 5 μg/mL propidium iodide (ACROS, Cat# 440300250), and 3 μg/mL of CNA35-OG488. Specimens were indented at 2 μm per second loading rate. The Young’s Moduli of the samples were determined by fitting force curves with the Hertz model using a Poisson ratio of 0.5.

### AFM force plot fitting algorithm

AFM force plots were post-processed to obtain Young’s Moduli using a homemade algorithm (see GitHub repository). Briefly, force plots were smoothed using a moving average convolution across 100 datapoints to remove noise and then baseline-corrected using the first third of the AFM indentation curve. The contact point of each force curve was estimated as the point at which the derivative of the force curve increased above an empirically-determined threshold. Then, a more precise contact point was determined by applying a minimization function to fit a flat baseline plus a 1.5-power curve (Hertz Model) onto the AFM data using the estimated contact point as an initial guess. With the contact point determined, the Young’s Modulus was calculated to minimize the squared error between the AFM data and the fit curve.

### AutoAFM design

The AutoAFM assembly’s function is to ensure proper alignment of the motor relative to the microscope stage’s adjustment knob in order to allow the motor to accurately control the knob’s rotation and thus the movement of the microscope stage. It does this by supporting the weight of the motor and controlling its position, while allowing the motor to freely slide along its shaft axis. It also allows the operator to fine-tune the motor’s position and orientation in space, ensuring good alignment with (and therefore accurate control of) the stage’s adjustment knob.

The assembly has three main components: the Stage Frame, the Motor Frame, and the Motor Bracket. The motors screw into the Motor Brackets via the four Motor Screws. The Motor Bracket sits in the Motor Frame and is pulled down against the Bracket Adjusters by the springs hooked around the Tensioning Pins. By turning the Bracket Adjusting Screws, the Bracket Adjusters can be individually moved forward and backwards, adjusting both the pitch and the roll of the Motor Bracket relative to the axis of the motor shaft. This allows easy manual adjustment of the motor to ensure good alignment between the motor shaft and the stage knob. The Stage Frame is hooked over the lip of the microscope stage, enclosing the stage’s fine adjustment knob (not shown), and is able to slide freely along the edge of the stage. The Alignment Rods are press-fit into the Stage Frame and slip-fit into the Motor Frame, allowing the Motor Frame to slide freely towards and away from the Stage Frame along the motor shaft axis. The Motor Coupling joins the motor shaft to the Knob Adapter, which is screwed into the fine adjustment knob via the Adapter Screw. The Y Stage Frame has rollers attached to reduce friction with the AFM stage as it slides side-to-side.

Motor mount components were 3D printed on either a Prusa MINI+ or LulzBot Mini 2 with PETG. A high infill was used for ease of sanding. Some dimensions were slightly oversized so that they could be gradually sanded to fit snugly. See https://github.com/cstashko/AutoAFM/STL for a full list of part STL files. Other components were ordered from McMaster-Carr. See supplementary table 1 for a full Bill of Materials. Motors were driven via an Arduino Mega 2560 Rev3 Classic microcontroller interfacing with RAMPS 1.4 (https://reprap.org/wiki/RAMPS_1.4).

AutoAFM operates by moving the AFM cantilever to user-defined positions and acquiring an AFM force curve at each point. Within MicroManager, the user draws a path via the Freehand Line or Segmented Line tools and specifies the step size between points as well as the initial cantilever position^82^. For each point, the motors attempt to move to the desired location. An image is taken at the new location and stitched together with existing images using Phase Cross-Correlation to determine the actual AFM movement that occurred^83^. If the AFM cantilever is within tolerance of the desired position, then a force curve is acquired. Otherwise, the motors make additional movements until the cantilever position is within tolerance (Fig. 1c). At completion, AutoAFM returns force curves and positions for each of the user-specified points. Full code and a complete pipeline for AutoAFM acquisition is available via https://github.com/cstashko/AutoAFM/.

### Polyacrylamide hydrogels

Polyacrylamide (PA) hydrogels of varying rigidities were prepared as described^84,85^. Briefly, PA gels of specified rigidities were mixed according to previously reported ratios^85^, omitting 1% potassium persulfate (PPS). Solutions were degassed for 20 min, then PPS was added and 300 μL was quickly deposited onto a Rain-X^TM^-coated 60 mm coverslip and sandwiched with a glutaraldehyde-activated coverslip. After one hour of polymerization, Rain-X^TM^-coated coverslips were removed. Gels were stored in PBS. For shear rheology studies, gels were cast directly onto the baseplate of an AR 2000 rheometer (TA Instruments) and immediately compressed to a barrel shape using a 25 mm diameter probe. Gels polymerized for two hours at room temperature with a 1% applied strain at a frequency of 1 rad*s^−1^. The shear modulus was measured for 2 h while following a liner relationship. A Poisson’s Ratio of 0.457 was used when calculating the Young’s Modulus of PA gels^86^.

### Micropatterned substrates for AFM control studies

Photolithography and soft lithography were used to generate polydimethylsiloxane (PDMS, Dow Silicones Corporation) substrates with defined ridge topographies (15 μm height, 100 μm length, and widths ranging from 12 μm to 0.5 μm) for use in AFM control studies. Briefly, a silicon wafer was plasma treated (5 min, Harrick Plasma) and a 2 μm tall adhesive layer of SU-8 2002 (Kayaku Advanced Materials) was cast onto the wafer surface using a spin coater (Laurell Technologies). A 4 cm square was UV patterned onto the adhesive layer using the PRIMO photopatterning system (Alvéole). A second 15 μm layer of SU-8 2010 (Kayaku Advanced Materials) was then cast onto the wafer, and ridge arrays (100 μm length, 12 μm–0.5 μm width, 30 μm spacing) were subsequently photopatterned. Patterned wafers were developed using propylene glycol monomethyl ether acetate (PGMEA, Sigma-Aldrich), cleaned with isopropyl alcohol (IPA, Sigma-Aldrich), and dried with n-pentane (Acros Organics) and N2 gas. PDMS was poured over wafer patterns and cured for 15 min at 100 °C to generate a negative mold. The negative mold was silanized overnight by vapor deposit of trichloro(1H,1H,2H,2H-perfluorooctyl)silane (TFPS, Sigma-Aldrich). A second layer of PDMS was poured over the silanized negative mold, and a glass coverslip was applied to sandwich the layer of PDMS. This PDMS was cured at 100 °C for 20 h to generate a positive mold of ridges adhered to a glass coverslip, which was then used for AFM control studies. Fluorescent beads 1.0 μm in diameter (ThermoFisher F8814, 1:500 dilution in water) were allowed to settle into the PDMS for visualization purposes during AutoAFM.

### Image registration

Registration for images with the same scale and orientation was computed using the phase_cross_correlation function from skimage^83^. For images with different scales and orientations, transformations were found by applying a Fourier Mellin Transform^42^. Briefly, images were applied with a band-pass filter followed by a Hanning Window. Images were then transformed using a Fast Fourier Transform (FFT) and magnitudes were log-polar transformed. Translations between these transformed images were calculated using phase_cross_correlation, which can then be used to calculate the rotation and scaling differences in the original images.

### Neural network design

Networks were designed in Pytorch. Input images were used of size 224 × 224 × 3 pixels in which the three channels are DAPI, CNA, and a layer of zeros, which was incorporated for ease of use with existing Python machine learning image loading functions. Within the training dataset, images were loaded with size 448 × 448 × 3 pixels, transformed via random rotation of 0–180 degrees, randomly flipped with probability 0.5, received adjustments to brightness, contrast, and sharpness, and cropped to 224 × 224 × 3 to remove any zero pixels resulting from rotation. A mini batch size of 16 was used throughout. For each round of training, samples were randomly split by patient with a training:validation ratio of 0.8:0.2 so that the validation dataset only contained samples from patients that were not included in the training set. Mean squared error was used as a loss function. Learning rate and weight decay were set at 4e−6 and 4e−7, respectively. A dropout rate of 0.5 was used for fully-connected layers. Networks were trained for 100 epochs since this is when accuracy for the validation set converges. Code for network visualizations was modified from https://github.com/utkuozbulak/pytorch-cnn-visualizations#gradient-visualization.

### Human breast tissues

All human breast tissue specimens were collected prospectively from consenting female patients (all patients provided written informed consent prior to surgery) undergoing surgery at the University of California, San Francisco, (UCSF) or Duke University Medical Center between 2010 and 2020. All patients were treatment naïve when clinical samples were collected. Only samples of invasive ductal carcinoma that were centrally verified as HER2+ or TNBC were analyzed. For the clinical cohort of HER2+ samples, untreated core needle biopsies were compared, and metastatic recurrence data was collected. Samples were stored and analyzed with deidentified labels to protect patient data in accordance with the procedures outlined in the Institutional Review Board Protocol #10-03832, approved by the UCSF Committee of Human Resources and the Duke University IRB (Pro00054515). Tissue specimens were flash frozen in OCT (Tissue-Tek) by slow immersion in liquid nitrogen or placement on dry ice and stored at −80 °C until ready for sectioning. H&Es were performed on an adjacent slide and were scanned using a ZEISS Axio Scan.Z1 digital slide scanner equipped with CMOS and color cameras, 10×, 20× and 40× objectives. H&E-stained tissues were assessed by a pathologist (A.J.I.) to identify regions of interest for AFM measurements.

### CNA35-OG488 transformation and purification

pET28a-EGFP-CNA35 was a gift from Jan Liphardt^52^ (Addgene plasmid # 61603). CNA35 was expressed and purified as previously described^87^. Briefly, bacteria were incubated with 5 mL of 2YT media + 100 μg/mL ampicillin + 25 μg/mL kanamycin + 1% wt/v glucose overnight at 30 °C in a shaking incubator. The next day, the culture was diluted in 50 mL of 2YT media + kanamycin for three hours. The culture was then centrifuged, and the supernatant discarded. Then, the sample was digested for cell wall removal for 30 min using 500 μL of lysis buffer (50 mM Sodium Phosphate dibasic, 20 mM Imidazole, 300 mM NaCl, pH 8.0) supplemented with 0.125 mg Lysozyme and 1 mM DTT. The sample was sonicated and centrifuged, then CNA35 was isolated from the solubilized supernatant via affinity chromatography (Qiagen Ni-NTA Agarose) according to manufacturer’s instructions. The purified protein was supplemented with 40% glycerol and stored at −20 °C. Under typical isolation conditions we obtained a final concentration of approximately 1.5 mg/mL CNA35.

### Collagen/rBM hyrdrogels with orthotopic implantation of tumor cells

Rat tail collagen-1 (High concentration, Corning, Cat. #: 354249) was incubated with 0.1% acetic acid (non-crosslinked; SOFT) or 0.1% acetic acid with 500 mM L-ribose (Chem Impex International, Cat. #: 28127) (cross-linked; STIFF) for at least 10 days before preparation of Col1/ rBM hydrogels for orthotopic implantation of tumor cells or tumor fragments^64,88^. Col1 mixtures were then combined with basement membrane extract (R&D Systems, Cultrex BME, type 2, Pathclear, Cat. #: 3532-005-02) (20% final volume), PBS, and 1N NaOH to a slightly acidic pH (pH ~6.5) as determined by pH strips. Col1/rBM with and without L-ribose was injected orthotopically into a cleared inguinal fat pad and allowed to set for 3–5 min prior to implantation of a PDX tissue fragment ~2 × 2 mm in size.

### Breast cancer Patient-Derived Xenografts (PDXs)

PDX tissues were obtained from Dr. Alana Welm at the Huntsman Cancer Institute, University of Utah, Utah (HCI-012) or Dr. Michael Lewis at Baylor College of Medicine, San Antonio, Texas (BCM-3143B and BCM-3963)^65,66^. For the PDX study, 2 × 2 cm breast tumor specimens were collected as fresh tissue with immersion in media (phenol red free-DMEM/F12) with 10% charcoal-stripped fetal bovine serum (FBS Benchmark, Cat. #: 100–106) and GlutaMAX (Gibco, Cat. #: 35050-061) supplementation for transportation to the Weaver laboratory at UCSF. PDX fragments were established from frozen and implanted in 3-week old female NOD-SCID (strain: 001303, Jackson Laboratory) immunodeficient mice for maintenance. Once established tumors reached a maximal tumor size of 1.5 cm diameter, mice were sacrificed, and tumor tissue was divided into pieces for formalin-fixation and paraffin embedding, embedding and freezing in OCT, and flash freezing in liquid nitrogen and cryopreservation in 95% FBS: 5% DMSO. Flash frozen tumor pieces were used for RNA and protein isolation for the downstream applications indicated.

### Animals and animal care

Animal husbandry and all procedures on mice were carried out in Laboratory Animal Resource Center (LARC) facilities at UCSF Parnassus in accordance with the guidelines stipulated by the Institutional Animal Care Use Committee (IACUC) protocols, #AN133001 and #AN179766, which adhere to the NIH Guide for the Care and Use of Laboratory Animals. Female NOD/SCID mice were purchased at 3-weeks of age from Jackson Laboratories for orthotopic implantation assays. Mice were sacrificed twelve weeks after injection or at maximal tumor size of 1.5 cm. No tumor exceeded the maximal tumor size of 1.5 cm. Tumors were excised and examined for tumor volume using calipers, histology by H&E of fixed tissue sections, proliferation and growth factor and integrin signaling via immunofluorescence in tissue sections, and gene expression using RNAseq and RT-PCR.

### Monitoring of tumor growth and metastasis

Tumor growth was monitored by palpation and caliper measurement weekly or biweekly. Lung metastases were quantified by counting of surface lesions at time of animal sacrifice, and by examination of histological lung sections stained by H&E. Lungs were scanned using a ZEISS Axio Scan.Z1 digital slide scanner equipped with CMOS and color cameras, 10×, 20× and 40× objectives, and lesion area was determined by tracing metastatic lesions in QuPath^89^.

### Quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR)

RNA was prepared from flash-frozen and pulverized mammary tumor tissues using TRIZol reagent (Invitrogen). Reverse transcription reactions were performed using M-MLV reverse transcriptase (Biochain, Cat. #: Z5040002) with random hexamer primers. cDNA was mixed with PerfeCTa SYBR Green FastMix (Quantibio, Cat. #: 95072-05K) for qPCR analysis using an Eppendorf realplex2 epgradient S mastercycler. Thermal cycling conditions were 10 min at 95 °C, followed by 40 cycles of 15 s at 95 °C and 45 s at 65 °C. Melting curve analysis was used to verify primer pair specificity. Relative mRNA expression was determined by the ΔΔCT method with normalization to *GAPDH* or *18S*.

### Quantitative polymerase chain reaction (qPCR) arrays

Human EMT qPCR arrays were purchased from Qiagen (Cat. #: PAHS-021Z), performed as described using RNA from PDX mammary tumors grown in SOFT and STIFF Col1/rBM hydrogels, and analyzed using available product resources from Qiagen. Selected genes were plotted for presentation in Fig. 4 and Supplementary Fig. 6.

### Immunofluorescence

Immunofluorescence was performed using the following specific antibodies: phospho-FAK (Y397) (Cell Signaling Technology, Cat. #: 8556, 1:200), phospho-p44/42 MAPK (ERK1/2) (T202/Y204) (Cell Signaling Technology, Cat. #: 9101, 1:200), Integrin β1, activated (Sigma-Aldrich, clone HUTS-4, Cat. #: MAB2079Z, 1:400), phospho-Myosin Light Chain 2 (Ser19) (Cell Signaling Technology, Cat. #: 3671, 1:200), yes-activated protein (YAP) (Santa Cruz Biotechnology, Cat. #: sc-15407, 1:200), SLUG (C19G7) (Cell Signaling Technology, Cat. #: 9585, 1:200), ZEB1 (E2G6Y) (Cell Signaling Technology, Cat. #: 70512), Twist1 (Abcam, Cat. #: ab50887, 1:500) and ErbB2/HER2 (Abcam, clone 3B5, Cat. #:ab16901). For cryopreserved samples, frozen sections were fixed in 2–4% paraformaldehyde, prior to permeabilization with 1–3% triton-x-100 and incubation with primary antibodies overnight at 4 °C with 3 μg/mL CNA where specified. Sections were then incubated with species-specific secondary antibodies conjugated to different fluorophores (AF-555, −647, Invitrogen). All washes were carried out using Phosphate-buffered saline (PBS) with 0.5% Tween-20 and nuclei and/or actin filaments were counterstained using 4′,6-diamidino-2-phenylindole (DAPI, Cat. #: D1306) and Phalloidin-AF488 conjugate (Thermo Fisher Scientific, Cat. #: A12379), respectively. For FFPE samples, antigen retrieval was accomplished by boiling sections in 10 mM citrate buffer in a pressure cooker on high power for 3 min. Following blocking with 10% goat serum and 1% BSA in Tris-Buffered Saline (TBS), sections were incubated with primary antibodies overnight at 4 °C with 3 μg/mL CNA. Sections were incubated for 1 h with species-specific secondary antibodies conjugated to different fluorophores (AF-555, −647, Invitrogen). All washes were carried out using TBS with 0.025% Triton X-100 and nuclei were counterstained using DAPI. Images of stained sections were acquired on either a Leica TCS SP5 Confocal microscope, Nikon SoRa Spinning Disk microscope or an inverted Eclipse Ti-E Nikon microscope with CSU-X1 spinning disk confocal (Yokogawa Electric Corporation), 405 nm, 488 nm, 561, 635 nm lasers; a Plan Apo VC 60X/1.40 Oil or an Apo LWD 40X/1.15 Water-immersion λS objective; electronic shutters; a charge-coupled device (CCD) camera (Clara; Andor) and controlled by Metamorph.

### Image analysis

For STIFMap generation, immunostaining images are first resized to the same resolution as the panels used to train the neural networks. Then, the image is decomposed into squares the same dimensions as the network training panels and separated by a user-defined step size that is smaller than the panel side length. The elasticity of each square is predicted using five independently trained models with different brightness, sharpness, and contrast transformations. Since elasticity predictions only apply to panel centers where the AFM cantilever would make contact, the elasticity of pixels between panel centers is inferred using cubic spine interpolation. STIFMaps are depicted as collagen pseudocolored to reflect the predicted elasticity of each position.

Image analysis of percent positive area in PDX samples was performed using ImageJ and QuPath software^89,90^. For comparison, immunofluorescence images were subjected to same-level thresholding based on a determined range of positive fluorescence intensity in each channel and antibody staining panel and the threshold area was expressed as a percentage of whole cell or nuclear area using DAPI staining measured in the same manner.

### RNA-seq library preparation, sequencing, and analysis

RNA was isolated using TRIzol (Invitrogen, Cat. #: 15596018) followed by chloroform extraction. RNAseq library preparation was performed by the Functional Genomics Laboratory (FGL), a QB3-Berkeley Core Research Facility at UC Berkeley. Total RNA samples were checked on a Bioanalyzer (Agilent) for quality and only high-quality RNA samples (RIN > 8) were used. At the FGL, Oligo (dT)25 magnetic beads (Thermofisher) were used to enrich mRNA, and the treated RNAs were rechecked on the Bioanalyzer for their integrity. The library preparation for sequencing was done on Biomek FX (Beckman) with the KAPA hyper prep kit for RNA (now Roche). Truncated universal stub adapters were used for ligation, and indexed primers were used during PCR amplification to complete the adapters and to enrich the libraries for adapter-ligated fragments. Samples were checked for quality on an AATI (now Agilent) Fragment Analyzer. Samples were then transferred to the Vincent J. Coates Genomics Sequencing Laboratory (GSL), another QB3-Berkeley Core Research Facility at UC Berkeley, where Illumina sequencing libraries were prepared. qPCR was used to calculate sequence-able molarity with the KAPA Biosystems Illumina Quant qPCR Kits on a BioRad CFX Connect thermal cycler. Libraries were pooled evenly by molarity and sequenced on an Illumina NovaSeq6000 150PE S4. Raw sequencing data were converted into fastq format, sample-specific files using the Illumina bcl2fastq2 software on the sequencing centers local Linux server system. RNAseq fastq files were mapped to the primary assembly of the Gencode v33 human genome using Rsubread (version 2.0.1) and counted using featureCounts. Lowly expressed genes were filtered out if they did not have at least one count per million (CPM) in at least 4 samples. Data normalization was performed using calcNormFactors in edgeR (version 3.28.1). Gene ontology was performed using Gage (version 2.36.0) with gene lists from MSigDB version 7.2.

### Nuvera dataset analysis

Nuvera patient microarray data was obtained from GSE25066 using GEOquery (v2.60.0)^91^. Expression intensities were normalized between patients using the ‘normBetweenArrays’ function in the R package limma (v3.48.3)^92^. Gene set enrichment scores were computed using GSVA (v1.40.1) to estimate the abundance of each ‘Hallmark’ (‘H’ collection) gene set from MSIGDBR (v7.4.1) as well as a list of the 12 most highly expressed collagen genes^93^. All collagen genes were removed from Hallmark gene sets to prevent artifactually high correlations due to the same gene being included in both sets. Correlations between GSVA scores were plotted in Python using Seaborn (v0.11.2) and Matplotlib (v3.5.1). Kaplan–Meier curves and statistical testing was conducted in Python using the ‘lifelines’ package (v.0.27.0). All analysis code is available via GitHub repository https://github.com/cstashko/STIFMaps.

### Statistical analysis

Unless otherwise stated, statistical analyses were performed using GraphPad Prism Version 9.1.2 or SciPy Version 1.7.3. Statistical tests used as well as significance is noted in the corresponding figure legends. Tests of normality were used to determine the appropriate statistical test. All independent variables are described in the text with measurements always from distinct samples (biological replicates) unless otherwise stated. All tests are two-tailed unless otherwise indicated.

### Illustrations

The AutoAFM feedback system schematic (Fig. 1c) was created with BioRender.com (licensed to V.M.W.). The AlexNet visualization (Fig. 2a) was created using NN-SVG (http://alexlenail.me/NN-SVG/AlexNet.html). Figure 1a, b and Supplementary Fig. 1a, b were generated with free license software OnShape.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer review file

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within this publication and its Supplementary information. Source data are provided as a Source Data file. PDX RNAseq data has been deposited in NCBI’s Gene Expression Omnibus^94^ and are accessible through GEO Series accession number GSE179983. Neural networks, training data, stain imaging, and STIFMaps are available at https://github.com/cstashko/STIFMaps and https://data.mendeley.com/datasets/vw2bb5jy99/2. It is also available in Zenodo under the 10.5281/Zenodo.78892270, 10.5281/zenodo.7882270. AutoAFM part files and assembly instructions are available at https://github.com/cstashko/AutoAFM. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

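The RNA-seq libraries are 18 tumors from 3 HER2+ PDXs grown in SOFT or STIFF collagen gels in mice, with 3 libraries for each of the 6 groups. The authors aligned the reads to the human genome with Rsubread and counted them with featureCounts against GENCODE, and deposited whole-number counts per gene, not normalized. The submitters' processing notes name featureCounts and edgeR 3.28.1. The authors also deposited 2 tables of p-values and q-values from the gage test of MSigDB gene sets, 1 per direction; these values are used as given. No column of the count table was without a sample. The identifiers of 60357 of the 60721 genes matched a symbol, and 58503 were found in the GENCODE release 29 annotation used here for coordinates on GRCh38, while 45 identifiers are copies of pseudoautosomal genes and are not named. No level of XIST or of Y-linked genes is reported.

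From the counts, genes with at least 1 CPM in at least 4 libraries were kept, as in the paper's methods. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test with TMM scaling, tumor and gel as terms, two-sided, and Benjamini-Hochberg adjustment at 0.05. Contrasts within a tumor and the interaction of tumor and gel came from a fit of the 6 group means. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, and the camera p-values were adjusted over the 24 lists with at least 5 tested members. Of 26 lists, all 691 entries matched a gene, 1 of them under a later symbol; the Hallmark EMT list of 200 genes was written from knowledge of the MSigDB set. The EMT score is the mean log2 CPM (prior count 2) over the tested members, compared by an exact permutation of the gels within tumors.

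The genes named are those labelled in Fig. 4j or named in the paper, the genes with the largest change or the smallest p in each direction of the all-tumor comparison, up to 5 per direction and tumor, up to 4 per list, and the 5 with the smallest interaction p. No gene passed the threshold over all tumors, so those of that comparison did not pass it. This rule, set before the data were examined, gives 128 genes; the text names 37 of them, which were picked from the 128 after their values were seen.

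Total counts and the precision they give differ widely: the deepest library holds 25552145 counts and the shallowest 528326. In the 3 STIFF libraries below 2000000 counts, genes at low levels rest on few counts, and in the shallowest a single count is more than 1 CPM. In a check of labels, 1 library did not match its group's labels, lying closer to the mean of another tumor than to that of its own, and it was kept; no library pair held identical counts. The statistics section of the paper states that measurements are from distinct samples. P-values of the gene tests and of the EMT score permutation rest on the spread between these libraries. Camera p-values compare the genes of a list with all other genes.

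The gene tests were tested on simulated counts with the means, library sizes and dispersions of the 18 libraries and 200 changed genes among 21765. For the all-tumor comparison, edgeR recovered 36% of the genes raised 2-fold, 72% of those raised 4-fold and 96% of those raised 16-fold, and called 0.0464% of the unchanged genes. Within tumor 2 it recovered 32% of the genes raised 4-fold and 88% of those raised 16-fold. The changed genes were drawn only from genes above a minimum mean count. Libraries of a tumor shared the same gene means, so the 3 STIFF libraries below 2000000 counts did not stand apart as in the real data. There MYH4 had a log2 fold change of 8.71 and an edgeR adjusted p of 0.915, so 0 calls do not exclude large changes. A list of 170 unchanged genes had a camera p of 0.805 in these simulated counts, which were drawn independently for each gene. On the real libraries, with the gels redrawn within tumors, the EMT set had a camera p under 0.05 in 30 of 59 other splits (50.8%), so a camera p under 0.05 is weak evidence of a gel effect here.

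Alternatives were RLE scaling, no low-count filter, at least 1 CPM in at least 9 libraries, DESeq2, limma-voom with sample quality weights, no tumor term, the replicate number as a block, each library or each tumor left out, other scores, and the EMT list without its 15 collagens or the 17 members that also stand in lists of host cell types. After seeing the totals, the 15 libraries of at least 2000000 counts and a thinning of all libraries to the smallest total were added. The gage test was not run. Immunofluorescence, growth, metastasis and qRT-PCR of the PDX tumors, and the other experiments of the paper, were not analysed here.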

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

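Chosen only after results were seen were the 15 libraries, the thinned libraries, the test of the gel in the tumor cells, the rule that compares the expected dilution with the spread of random lists, the count of other splits in which camera passes, the use of lower bounds for the tumor 2 genes, and the splits over the 21 lists that the study did not choose. Camera p-values come from a model and not from an exact test; the exact permutation test is that of the EMT score.

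Gene lists that the paper does not report for these libraries moved with the gel. Higher in STIFF by camera were skeletal muscle (adjusted p = 1.79e-13), fibroblast (3.20e-07), macrophage and myeloid (0.00155), basal and myoepithelial (0.0284), smooth muscle and pericyte (0.0320) and endothelial genes (0.0360). Lower were proliferation (1.75e-07), epithelial identity (7.23e-04) and hypoxia genes (0.0185). None of these 9 passed 0.05 with an estimated correlation, and none passed in the 15 libraries of at least 2000000 counts. The count of fixed lists past the threshold was 15 of 24; among 60 splits of the libraries within tumors, 2 gave as many, the real one included, and the highest other gave 15, but 3 of these lists were chosen by the study on these samples or named in its text, which favors the real split. Over the other 21 lists, 13 passed, 1 of the 60 splits gave as many, the real one itself, and the highest other gave 12, but some of these lists hold genes that the study labelled on these samples, so neither count is a fair test of chance.

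The skeletal muscle share of 2.24% in tumor 2 STIFF replicate 2 stood apart from the other 8 STIFF libraries. It was the only library that the outlier test flagged on 6 measures in each gel, 12 groups of 9. That test compares the most extreme library with the next, so it can miss extreme libraries that lie together. Tumor 1 STIFF replicate 3 and tumor 2 STIFF replicate 3 were not flagged, with 13.3% and 14.8% of counts on processed pseudogenes. Chance flags about 1 in 20 groups.

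The gel effect on the Hallmark EMT set was lower in tumor 3 than in tumor 1 (adjusted p = 0.00160, 0.0145 with an estimated correlation) and in tumor 2 (0.00336, 0.0219 with an estimated correlation). The EMT score ran the other way against tumor 1, with STIFF minus SOFT at 0.152 in tumor 3 and -0.0270 in tumor 1, and the tumor 1 set had a camera p of 0.249 without its shallow STIFF replicate 3. On skeletal muscle genes it was higher in tumor 2 than in tumor 1 (1.55e-04) and lower in tumor 3 than in tumor 1 (5.03e-07) and tumor 2 (1.09e-12). On mitochondrial transcripts it was lower in tumor 2 than in tumor 1 (0.0123) and higher in tumor 3 than in tumor 1 (5.37e-04) and tumor 2 (2.81e-06). With an estimated correlation none of these 6 differences passed 0.05.

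Hallmark EMT genes were higher in STIFF over all 18 libraries (camera p of 7.36e-08) and missed the threshold in the 15 of at least 2000000 counts (camera p of 0.838). Low depth alone was tested with all 18 libraries thinned to the smallest total. The camera p was 1.46e-07, which meets the bound of 0.05 set in advance for excluding it. That bound was wrong, because 30 of 59 other splits of the libraries also gave the set a camera p under 0.05. The EMT score does not rest on camera, and in the thinned libraries it still differed by 0.263 (exact permutation p = 0.025). This difference comes from a single random thinning, with the low-count filter applied anew, and the score was not the measure set in advance. A difference at equal totals is some evidence against low depth alone, but does not exclude it. It does not speak to other traits of the STIFF libraries below 2000000 counts. RNA of host mouse cells counted on human genes stays open, since the test of genes with no mouse counterpart could not decide it. In tumor 2 STIFF replicate 3, tumor 1 STIFF replicate 3 and tumor 2 STIFF replicate 2 they lay at percentiles 5.23, 23.81 and 37.65. The comparison was with 10000 random lists. The median log2 ratios of these genes were -2.15, -1.77 and -0.0621, against -1.11, -1.36 and -0.0186 for the random lists. The last percentile was past the bound of 25 set in advance for excluding host RNA. That bound could not exclude it, because the muscle shares alone would shift these genes by only -0.00778, -0.00814 and -0.0327 (log2). The SDs between random lists were 0.599, 0.616 and 0.146. The muscle shares count only listed muscle genes, so host RNA could be more, and its full share was not measured. A rise of EMT genes in the tumor cells of stiff gels stays open too. In the 15 libraries the score differed by 0.120 (95% interval -0.0491 to 0.289), which includes both 0 and the 0.193 over 18. Such a rise and host RNA cannot be told apart here. Among 60 splits within tumors, 3 gave a camera p as small as the real 7.36e-08, and the lowest other was 9.06e-09, so chance is not excluded.

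In tumor 2, 46 genes were higher in STIFF, with a median log2 fold change of 4.42 when genes with no SOFT count are put at their lower bound. That the shallow libraries decide these calls stays open: without them the median was 4.09, which meets the bound set in advance for excluding it, but that bound was wrong, because the genes were chosen on calls that include the 1 STIFF library left, so the 33 of 42 tested genes still called, and all 42 positive, do not exclude it, while without STIFF replicate 2 alone 5 genes were called and in a fit of the 6 libraries 0. Also open, as untested, is a response of this tumor to the gel. The median level of the 46 genes was 2.86 CPM in its STIFF tumors, 0 in its SOFT tumors, and 2.09 and 6.96 CPM in SOFT tumors 1 and 3. Reads carried over from tumor 1 or 3 would also bring their abundant genes. KRT14 was 9873 CPM in SOFT tumor 3 but 29.0 ± 48.1 CPM in STIFF tumor 2. ERBB2 was 10620 CPM in SOFT tumor 1 but 727 ± 789 CPM in STIFF tumor 2 (SD, n = 3 each). In SOFT tumor 2 KRT14 was 13.2 ± 7.57 CPM and ERBB2 235 ± 82.3 CPM (SD, n = 3 each), so both means were higher in STIFF. KRT17, at 2641 CPM in SOFT tumor 3, went from 7.42 ± 4.17 CPM in SOFT tumor 2 to 39.0 ± 16.5 CPM in STIFF. All 3 genes stayed far below their levels in tumors 1 or 3. This argues against such reads as the whole source of that median, while a part stays open. Reads of other libraries were not tested. The 10 splits of its libraries are too few for a share under 0.05; 2 gave as many calls, the real one with 46 included, and the highest other gave 232, several times more, which points to a structure of these libraries that no test here identified.

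For the counts of 0 over all tumors (genes higher, genes lower, EMT genes higher) and of 0 for the interaction, all 60 splits are as large by construction (highest others 0, 0, 0 and 2), as are all 10 for the 0 changed genes in tumors 1 and 3, so these splits say nothing about chance. For the EMT set, 1 of 10 splits in tumor 1 (real 8.52e-07, lowest other 2.16e-06), 3 in tumor 2 (1.85e-04, lowest other 3.62e-07) and 3 in tumor 3 (0.113, lowest other 0.0730) gave a camera p as small, and 10 splits are too few for a share under 0.05.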

How the results depend on the processing

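The 15 libraries, the thinning and tumor 3 alone were chosen after seeing the data. Few counts on human genes limit the 3 STIFF libraries below 2000000 counts, and the cause of each change below was not tested unless stated. Camera p-values come from a model and not from an exact test.

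Over all tumors, genes higher were 0 under 27 of 30 alternatives, but 543 with no low-count filter, 326 by DESeq2 and 37 with all libraries thinned; genes lower were 2 by DESeq2 and 0 otherwise. Hallmark EMT genes called higher were 18 with no filter, 11 by DESeq2 and 2 when thinned, and 0 otherwise. The EMT set was higher in STIFF with p from 1.86e-08 to 0.00576 under all alternatives set in advance other than single libraries left out, and from 1.38e-09 to 6.51e-05 with each library left out; it was 0.838 in the 15 libraries and 0.0916 in tumor 3 alone. Of 24 lists, 4 passed with an estimated correlation, 3 by fry and 1 in the 15 libraries, where fewer samples and genes enter.

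The EMT score difference of 0.193 missed 0.05 (exact permutation p = 0.080) and kept its direction under all 33 alternatives, with values from 0.0368 (tumor 2 left out, exact permutation p = 0.68) to 0.341 (median over genes, p = 0.114) among those set in advance. By the same exact permutation it passed with RLE (0.236, p = 0.01), no filter (0.200, p = 0.03), tumor 1 left out (0.280, p = 0.04) and thinning (0.263, p = 0.025). Single libraries left out gave 0.132 to 0.244, with an exact permutation p of 0.0105 without tumor 1 STIFF replicate 3, 0.0385 without tumor 2 SOFT replicate 1 and 0.045 without tumor 2 STIFF replicate 3.

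In tumor 1, genes changed were 774 with no filter and 454 by DESeq2, and the EMT set had a p of 0.218 by fry, 0.263 in the 15 libraries, and 1.39e-07 to 0.249 with single libraries left out, the highest without STIFF replicate 3. In tumor 2, genes changed were 74 with RLE, 1144 with no filter, 1022 by DESeq2, 0 in a fit of its 6 libraries alone, 243 in the 15 libraries (where its STIFF side is 1 library), and 2 to 531 with single libraries left out: 446 without SOFT replicate 1, 4 without SOFT replicate 2, 2 without SOFT replicate 3, 531 without STIFF replicate 1 and 5 without STIFF replicate 2. Its EMT set was reversed in the 15 libraries (lower, camera p of 0.0449) and ranged from 7.34e-07 to 0.132 with single libraries left out, the highest without STIFF replicate 3. In tumor 3, genes changed were 22 with no filter and 2 by DESeq2. Genes whose gel effect differs between tumors were 628 with no filter, 143 by the DESeq2 likelihood ratio test, 10 in the 15 libraries, 1 when thinned and 0 to 22 with single libraries left out, the highest without tumor 2 STIFF replicate 1.

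With the replicate number as a block, genes changed in tumor 2 were 0; over all tumors the counts of higher and lower genes were 0 and 0. The pairs' deviations correlate at no more than 0.0812 and 2 of 18 libraries match their own number best, so the numbers do not pair the samples.

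Of 37 genes named in the text, 13 reversed somewhere, with 994 of 1050 values unchanged in direction and call. In the 15 libraries the log2 fold change was -0.34 for COL1A1, -0.35 for VIM, -0.45 for MMP2, -0.23 for TWIST1 and -0.17 for PRRX1. By limma-voom with sample quality weights it was -0.16 for COL1A1, -0.0938 for ZEB1, -0.29 for ZEB2, -0.16 for PRRX1, -0.0476 for AREG, -0.16 for MYH4, -0.17 for EMB, -0.18 for ZNF793 and -0.0722 for MYL11. With tumor 2 left out it was -0.11 for SNAI2, -0.0204 for EMB, -0.30 for ZNF793 and -0.0959 for MYL11, and ZNF793 had -0.32 with no tumor term. SNAI2 ranged from -0.14 to 0.60 with single libraries left out.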

Differences from the paper's values

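The log fold changes of labelled genes in Fig. 4j, read by eye, exceed the log2 fold changes computed here over the 18 libraries, all of which share their positive sign. The paper's text names no model, prior count or tumor term for the plot, so the measures may differ. Contrasts within a tumor are not among the alternatives below. In such contrasts NT5E was 6.35 (standard error 1.61) in tumor 2, and 0.65 and 0.28 in tumors 1 and 3. The tumor 2 value is a ratio to a level of 0 CPM in SOFT, against 0.38 ± 0.65 CPM in STIFF (SD, n = 3 each). It rests on few counts and is not a measured fold change to set beside the plot. COL6A3 was 3.94 (standard error 0.84) here, against about 9.2 in Fig. 4j, and none of its 21 alternatives set before the data were examined came within 1 standard error, with values from 2.29 to 4.31. ITGA2 was 1.27 (0.75) here, against about 5.7 in Fig. 4j, and none of 28 alternatives came that close (0.00848 to 2.49). NT5E was 1.34 (0.74) here, against about 5.0 in Fig. 4j, and none of 26 did (0.44 to 1.82). AREG was 1.26 (0.80) here, against about 5.9 in Fig. 4j, and none of 28 did (-0.0476 to 2.29). MMP1 was 0.87 (1.00) here, against about 7.1 in Fig. 4j, and none of 21 did (0.59 to 1.64). CXCL12 was 4.49 (1.39) here, against about 6.8 in Fig. 4j; with tumor 3 left out it was 6.31, within 1 standard error, while the other 25 alternatives, from 1.40 upward, did not come that close. No labelled gene passed the adjusted threshold here over all tumors. Of the 9 labelled genes that the text names, COL6A3, COL12A1, CXCL12 and MMP2 passed with no low-count filter (adjusted p = 0.00614, 0.00693, 0.00205 and 0.0234 by edgeR). By DESeq2 4 of the 17 passed, among them COL6A3, COL12A1 and CXCL12 (adjusted p = 0.00275, 0.0367 and 0.00994), and CXCL12 passed in the thinned libraries, chosen after seeing the values (adjusted p = 0.0462 by edgeR).

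By camera, the paper's elevation of the Hallmark EMT set in STIFF tumors was found here over all 18 libraries. With the gels redrawn within tumors, however, 30 of 59 other splits also gave a camera p under 0.05. The EMT score had an exact permutation p of 0.080. In the 15 libraries of at least 2000000 counts the set did not pass, with a camera p of 0.838 and a median log2 fold change of 0.0464. These libraries were chosen after seeing the values and leave 14 of the 17 labelled genes measured. The paper states that VIM, TWIST1, SNAI2 and MMP2 were higher in STIFF tumors by RT-PCR. Here all had positive log2 fold changes over the 18 libraries and none passed the adjusted threshold by edgeR. With no low-count filter, over the same 18 libraries, VIM and MMP2 passed it (adjusted p = 0.00377 and 0.0234 by edgeR). In the 15 libraries 1 of these 4 genes was positive and 3 were negative, with -0.35 for VIM, -0.45 for MMP2 and -0.23 for TWIST1. The paper's counts of 9 tumors per gel and 3 per PDX and gel match those used here.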

Other observations

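The 15 libraries of at least 2000000 counts were chosen after the totals were seen. The lists of targets of YAP and TAZ, of which the paper followed YAP by immunofluorescence in PDX tumors, and of ERK pathway targets were higher in STIFF by camera. Of 21 YAP and TAZ targets, 15 had a positive log2 fold change, with 5 higher at an unadjusted p under 0.05 and 1 when adjusted over the list alone (adjusted p = 8.25e-04, 0.0492 with an estimated correlation). CCN2, a matricellular protein, had a log2 fold change of 2.48 (standard error 0.84), CCN1 one of 1.20 (standard error 0.45) and ANKRD1 one of 4.84 (standard error 1.27), the last also an abundant protein of muscle; in the 15 libraries CCN2 was 0.49 and CCN1 0.16. Of 10 ERK targets, 9 were positive (adjusted p = 0.00311, 0.113 with an estimated correlation). The median log2 fold change of the ERK list was -0.0964, 1.29 and 0.0763 in tumors 1, 2 and 3. It passed by camera only in tumor 2 (adjusted p = 4.56e-04, 0.0352 with an estimated correlation). In the 15 libraries of at least 2000000 counts neither list passed, with unadjusted p-values of 0.157 and 0.148.

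Over 18 libraries, S100A8 and S100A9, calcium-binding proteins of neutrophils that epithelial tumors also express, had log2 fold changes of 2.87 (standard error 0.91) and 2.69 (standard error 0.83), and LAPTM5, a leukocyte protein, one of 3.11 (standard error 0.95), each positive in tumors 1, 2 and 3. In the 15 libraries these were 2.18, 2.00 and 2.04, and 8 of 9 myeloid genes were positive (camera adjusted p = 0.102). LAPTM5 went from 0.83 ± 0.27 CPM in SOFT to 3.64 ± 0.97 CPM in STIFF in tumor 3. In tumor 1 it went from 0.12 ± 0.20 to 2.45 ± 4.02 CPM, and in tumor 2 from 0 to 0.18 ± 0.31 CPM (SD, n = 3 each). In tumors 1 and 2 the STIFF SD exceeded the mean. Among the genes with the smallest p in the other direction, HTR2B, a serotonin receptor, had a log2 fold change of -2.63 (standard error 0.83) and NPNT, a matrix ligand of integrin, one of -0.68 (standard error 0.21), and in the 15 libraries -2.06 and -0.73; neither passed the adjusted threshold.

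Of the genes with the smallest interaction p, EMB, ZNF793 and MET had no count in the SOFT libraries of tumor 2 and were at least 45.9-fold, 25.8-fold and 19.6-fold higher in CPM pooled over its STIFF tumors against a floor of 3 counts over the group; the smallest interaction adjusted p, that of EMB, was 0.0675. STC1 and MYL11, also called in tumor 2, were at least 17.0-fold and 47.0-fold higher on the same floor.

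The remaining fixed lists did not pass by camera over the 18 libraries. Adjusted p-values were 0.769 for luminal and HER2 amplicon genes, 0.525 for integrins and focal adhesion, 0.150 for EGFR family ligands, 0.0711 for collagen modification and matrix proteases, 0.415 for adipocyte genes, 0.690 for lymphocyte genes, 0.415 for mitochondrial transcripts, 0.799 for immediate early and heat shock genes and 0.0906 for the genes named in the text. In the 15 libraries, mitochondrial transcripts were the 1 list that passed (higher, adjusted p = 0.0212), with all 13 members positive, at the preset correlation of 0.01; no estimate was made in the 15 libraries, and over the 18 the estimated correlation was 0.932. The 4 qRT-PCR genes are too few for a list test, and of the red blood cell list 0 genes were measured.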
